# Broad-Spectrum HDAC Inhibitors Promote Autophagy through FOXO Transcription Factors in Neuroblastoma

**DOI:** 10.3390/cells10051001

**Published:** 2021-04-24

**Authors:** Katharina Körholz, Johannes Ridinger, Damir Krunic, Sara Najafi, Xenia F. Gerloff, Karen Frese, Benjamin Meder, Heike Peterziel, Silvia Vega-Rubin-de-Celis, Olaf Witt, Ina Oehme

**Keywords:** macroautophagy, FOXO1, FOXO3a, vorinostat, panobinostat, neuroblastoma

## Abstract

Depending on context and tumor stage, deregulation of autophagy can either suppress tumorigenesis or promote chemoresistance and tumor survival. Histone deacetylases (HDACs) can modulate autophagy; however, the exact mechanisms are not fully understood. Here, we analyze the effects of the broad-spectrum HDAC inhibitors (HDACi) panobinostat and vorinostat on the transcriptional regulation of autophagy with respect to autophagy transcription factor activity (Transcription factor EB—TFEB, forkhead boxO—FOXO) and autophagic flux in neuroblastoma cells. In combination with the late-stage autophagic flux inhibitor bafilomycin A1, HDACis increase the number of autophagic vesicles, indicating an increase in autophagic flux. Both HDACi induce nuclear translocation of the transcription factors FOXO1 and FOXO3a, but not TFEB and promote the expression of pro-autophagic FOXO1/3a target genes. Moreover, FOXO1/3a knockdown experiments impaired HDACi treatment mediated expression of autophagy related genes. Combination of panobinostat with the lysosomal inhibitor chloroquine, which blocks autophagic flux, enhances neuroblastoma cell death in culture and hampers tumor growth in vivo in a neuroblastoma zebrafish xenograft model. In conclusion, our results indicate that pan-HDACi treatment induces autophagy in neuroblastoma at a transcriptional level. Combining HDACis with autophagy modulating drugs suppresses tumor growth of high-risk neuroblastoma cells. These experimental data provide novel insights for optimization of treatment strategies in neuroblastoma.

## 1. Introduction

Neuroblastoma is an embryonal tumor derived from progenitor cells of the sympathetic nervous system. It is the most common extracranial solid tumor in children and causes at least 10% of the pediatric cancer deaths [1,2]. Survival of neuroblastoma patients strongly depends on age at diagnosis, stage of disease and neuroblastoma tumor biology. Especially in high-risk patients, disease outcome is still poor and relapse rates are high underlining the need to develop novel therapeutic strategies and treatments (reviewed in [3,4]). 

Histone deacetylases (HDACs) catalyze the deacetylation of histones, as well as other nuclear and cytoplasmic proteins, including heat shock proteins, cytoskeletal proteins and transcription factors [5]. HDACs thus control pivotal cellular processes, such as DNA repair, protein folding, apoptosis and autophagy (reviewed in [6]) and HDACs are involved in various processes critical for tumorigenesis. HDACs have thus emerged as actionable targets in anti-cancer therapies (reviewed in [7]). Amongst others, their inhibition induces cell cycle arrest, differentiation and apoptosis. To date, four HDAC inhibitors (HDACis) have been approved by the FDA for clinical use in anti-cancer therapies, including vorinostat and panobinostat [8] (reviewed in [9]). Additionally, more than 20 HDACi are currently tested in clinical trials, either in single or combination treatment regimens (reviewed in [10,11,12]). 

Autophagy is a highly conserved degradation process by which cytoplasmic components such as dysfunctional organelles, misfolded proteins or invading microorganisms, are delivered to the lysosome for degradation. To maintain cellular homeostasis, autophagy occurs at basal level in all cells but can be upregulated in response to stress, such as nutrient deprivation or cytotoxic agents [13]. The autophagic process is regulated both by direct protein–protein interactions and also by transcription of autophagy and lysosome related genes. Pivotal transcription factors for these genes are TFEB (Transcription Factor EB), a member of the microphthalmia family of basic helix-loop-helix leucine-zipper (bHLH-Zip) transcription factor family (MiT/TFE family) and members of the FOXO (Forkhead box) transcription factor family [14,15,16] (reviewed in [17]). The activity of both TFEB and FOXO transcription factors is regulated by phosphorylation via mTORC1 (mechanistic target of rapamycin complex 1) and ERK2 (mitogen activated protein kinase 1, MAPK1/extracellular signal-related kinase 2, ERK2) for TFEB and AKT (protein kinase B, PKB/AK thymoma, AKT) for FOXO. When unphosphorylated, TFEB and FOXO transcription factors locate to the nucleus and initiate the transcription of target genes. Conversely, phosphorylation causes their sequestration in the cytoplasm and thus inactivates their transcriptional activity [18,19]. 

Deregulated autophagy is closely connected to tumorigenesis. Disruption of cell homeostasis by defective autophagy can increase DNA damage and inflammation and thereby promote early tumorigenesis. Conversely, in response to cellular stress such as anti-cancer therapy, established tumors can upregulate cytoprotective autophagy, which contributes to therapeutic resistance. Additionally, cancer progression and metastasis may be promoted by the pro-survival effects of autophagy [20,21,22]. Interference with autophagy has therefore emerged as promising cancer-directed therapeutic approach. 

Here, we investigate the impact of broad-spectrum HDACis on autophagic flux. We show that vorinostat and panobinostat induce autophagy, transcriptionally upregulate autophagy related genes in neuroblastoma cells and induce nuclear translocation of the autophagy transcription factors FOXO1 and FOXO3a. Combination of vorinostat or panobinostat with the autophagy modulating agent chloroquine enhances neuroblastoma cell death in cell culture and impairs tumor growth in vivo (zebrafish early larvae xenografts), thus evincing a great potential for combination treatment of autophagy competent tumors.

## 2. Materials and Methods

### 2.1. Cell Culture

Human neuroblastoma cell lines SK-N-BE(2)-C (European Collection of Authenticated Cell Cultures, ECACC, Salisbury, UK) and IMR-32 (German Collection of Microorganisms and Cell Cultures, DSMZ, Darmstadt, Germany) were cultured under standard conditions in Dulbecco’s Modified Eagles Medium (DMEM containing L-glutamine and 4.5 g/L glucose, Gibco Invitrogen cell culture, Invitrogen, Paisley, UK) supplemented with 10% fetal calf serum (FCS; Sigma, St. Louis, MO, USA) and 1% non-essential amino acids (NEAA; Invitrogen, Carlsbad, CA, USA). All cell lines were regularly checked for mycoplasma and multiple contaminations (Multiplexion, Heidelberg, Germany) and routinely verified using DNA fingerprinting authentication by Multiplexion.

### 2.2. Cell Culture Reagents

Vorinostat (Selleckchem, Houston, TX, USA, 1 M stock), panobinostat (Cayman- Biomol, Hamburg, Germany, 50 mM stock), bafilomycin A1 (Santa Cruz, Dallas, TX, USA, 10 µM stock), perifosine (Cayman—Biomol, 10 mM stock), rapamycin (Sigma-Aldrich, Munich, Germany, 1 mM stock), okadaic acid (Santa Cruz, Dallas, TX, USA, 1 mM stock) were dissolved in dimethyl sufoxide (DMSO). Chloroquine (CQ; Sigma-Aldrich, 100 mM stock) was dissolved in autoclaved Millipore H_2_O. If not otherwise specified, compounds were stored at −20 °C (vorinostat was stored at −80 °C) and protected from light. 

### 2.3. siRNA Transfection

Cells were transfected with siRNA using QIAGEN HiPerFect transfection reagent. Cells were seeded at a density of 4 × 10^5^ cells per 10 cm dish and transfected the next day. Transfection mixes were prepared in sterile 1.5 mL reaction tubes as follows: 50 µL of siRNA (2 µM) were added to 20 µL HiPerFect followed by 930 µL of OptiMEM to yield a siRNA concentration of 100 nM. Transfection mixes (1 mL) were added to 10 cm dishes containing 3 mL of cell culture media after 10 min of incubation at room temperature (final siRNA concentration: 25 nM). A pool of three siRNAs was used for FOXO1 (Ambion s5257, s5258, s5259) and FOXO3a (Ambion s5260, s5262, s5261) knockdown. Negative control transfection was performed with a pool of two siRNAs (Silencer Negative Control #1 and Silencer Negative Control #5, Ambion AM4611, AM4642). Medium was changed 16–18 h post transfection

### 2.4. Western Blot Analysis

Cells were seeded on 10 cm dishes and treated for 24 h. Cells were lysed in sodium dodecyl sulfate (SDS) lysis buffer (Tris 0.5 M, hydrochloric acid (HCl) (pH6.8), SDS 2%, 87%-glycerol 10%, dithiothreitol (DTT) 1 mM). Protein samples were denatured at 95 °C for 10 min. Bromophenol blue stock solution was added to 30 µg protein (15 µg for LC3B detection) and loaded to SDS-polyacrylamide gels. Proteins were subjected to electrophoretic separation, followed by blotting to polyvinylidene fluoride (PVDF) membranes using a semidry electroblot chamber (blotting time according to the size of the protein of interest). Transfer of the proteins was assessed by ponceau-red staining. Membranes were blocked in blocking solution (Tris-buffered saline, Nonfat dry milk 20%, FCS 20%, bovine serum albumin (BSA) 3%, normal goat serum (NGS) 1%, Tween20 0.2%) for 1 h. Incubation with a primary antibody solution over night was performed at 4 °C followed by 1 h incubation with a peroxidase-conjugated secondary antibody at room temperature. The following antibodies were used for detection by the electrogenerated chemiluminescence (ECL) method: anti-LC3B (L7543, Sigma, Munich, Germany), anti-phosphorylated AKT (Ser473) (9271, Cell Signaling Technology, Cambridge, UK), anti-AKT (9272, Cell Signaling Technology), anti-phosphorylated FOXO1 (Ser256) (9461, Cell Signaling Technology), anti-FOXO1 (2880, Cell Signaling Technology), anti-FOXO3a (2497s, Cell Signaling Technology), anti-phosphorylated ERK1/2 (Thr202/Tyr204) (4370S, Cell Signaling Technology), anti-ERK1/2 (4695S, Cell Signaling Technology), anti-TFEB (4240, Cell Signaling Technology), anti-phosphorylated S6K1 (Thr389) (07018SP, Millipore, Billerica, MA, USA), anti-S6K1 (9202S, Cell Signaling Technology), anti-HDAC2 (sc-81599, Santa Cruz Biotechnology, Dallas, TX, USA), anti-p62 (P0067, Sigma), anti-GAPDH (Lot Number JC1682928, Millipore, Burlington, MA USA) and anti-β-actin (clone AC-15; Sigma). Quantification of Western Blot images was performed using ImageJ-software version 1.0.

### 2.5. Subcellular Fractionation Analysis

Cells were seeded on 10 cm dishes and treated for 24 h. Cell lysates were prepared with the Nuclear/Cytosol Fractionation Kit (BioVision, Milpitas, CA, USA) according to the manufacturer’s instructions. Western blot analysis was performed as described above. 

### 2.6. Real-Time PCR Analysis

Cells were seeded in 6-well plates and treated for 24 h. Cells were lysed using RLT-buffer (RNeasy Protect Mini Kit, QIAGEN, Hilden, Germany) supplemented with 2-mercaptoethanol. Lysates were frozen at −80 °C overnight, diluted with an equal volume of 70% ethanol after rethawing and RNA was isolated using the RNeasy Mini Kit according to the manufacturer’s instructions. One µg of RNA was reversely transcribed into cDNA using RevertAid First Strand cDNA-Synthesis Kit (ThermoFisher Scientific, Braunschweig, Germany) according to the manufacturer’s instructions. mRNA expression in cells was quantified by real-time reverse transcription PCR with qPCR MasterMix for SYBR^®^ Green 1 (Eurogentec, Kaneka Eurogentec S.A., Seraing, Belgium). Unless otherwise specified, primers were purchased from ThermoFischer Scientific. The following primers were used: *FOXO1* (forward: 5′-AAC CTG GCA TTA CAG TTG GCC-3′, reverse: 5′-AAA TGC AGG AGG CAT GAC TAC GT-3′), *FOXO3a* (forward: 5′-GGG ACA AAC GGC TCA CTC T-3′, reverse: 5′-GGA CCC GCA TGA ATC GAC TAT-3′), *GABARAPL1* (forward: 5′-ATG AAG TTC CAG TAC AAG GAG GA-3′, reverse: 5′-GCT TTT GGA GCC TTC TCT ACA AT-3′), *MAP1LC3a* (forward: 5′-AAC ATG AGC GAG TTG GTC AAG-3′, reverse: 5′-GCT CGT AGA TGT CCG CGA T-3′), *WIPI1* (forward: 5′-AGT CAG TCA CAC AAA ACC ACG-3′, reverse: 5′-AGA GCA CAT AGA CCT GTT GGG-3′), *BNIP3L* (forward: 5′-ATG TCG TCC CAC CTA GTC GAG-3′, reverse: 5′-TGA GGA TGG TAC GTG TTC CAG-3′), *HPRT* (forward: 5′-TGA CAC TGG CAA AAC AAT GCA-3′, reverse: 5′-GGT CCT TTT CAC CAG CAA GCT-3′), *SDHA* (forward: 5′-TGG GAA CAA GAG GGC ATC TG-3′, reverse: 5′-CCA CCA CTG CAT CAA ATT CAT G-3′). Data were expressed as relative gene expression (fold change) according to the 2−ΔΔCt method [23], normalized to neuroblastoma housekeeping genes *SDHA* and *HPRT* [24] and set in relation to negative control.

### 2.7. Quantification of Microscopic Images

Confocal microscopy images were quantified with ImageJ software version 1.0, using an in-house programmed semi-automated image analysis macro (source code in Supplementary Materials). Nuclei were counted to assess cell number and green as well as red fluorescent vesicles were determined. 

### 2.8. Cell Viability Assays

Adherent cell lines were detached using Trypsin-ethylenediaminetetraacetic acid (Trypsin-EDTA; Thermo Fischer Scientific) and cells were pooled with corresponding supernatant, centrifuged and resuspended in 1 mL complete medium. Cell viability was measured by automated trypan blue staining using the Vi-Cell XR Cell Viability Analyzer (Beckman Coulter, Krefeld, Germany) with three technical replicates per treatment and at least three independent experiments. For one technical replicate 50 images were generated and living as well as dead cells (trypan blue positive) were automatically counted.

### 2.9. Colony Formation Assays

Cells were seeded on six-well plates at a density of 2000 cells per well and treated for 24 h. After medium change adherent cells were cultured for 11 additional days before staining of viable cell colonies with 1%-crystal violet staining solution. Quantification was performed using ImageJ Fiji version 2.1.0, applying the ITCN plugin.

### 2.10. Zebrafish Lines

Care and breeding of zebrafish were done under standardized conditions and as described previously [25]. Zebrafish wild-type AB line was raised at 28 °C. Embryos used for tumor injections were maintained in E3 buffer supplemented with 0.2 mM 1-phenyl-2-thiourea (PTU, Sigma). Zebrafish husbandry and experiments were performed according to local animal welfare standards (Tierschutzgesetz §11, Abs. 1, No. 1) and in accordance with European Union animal welfare guidelines (EU Directive 2010/63/EU). All applicable national and institutional guidelines for the care and use of zebrafish were followed. All procedures performed involving animals were in accordance with ethical standards of the institution.

### 2.11. Cell Preparation and Zebrafish Larvae Xenotransplantation

SK-N-BE(2)-C cells were cultured to 70–80% confluence, then washed once with phosphate-buffered saline (PBS; Lonza, Basel, Switzerland), trypsinized (Gibco), counted and resuspended in phenol red-free Roswell Park Memorial Institute medium (RPMI, Gibco). Tumor cells were labeled as described previously [25]. Briefly, cells were incubated with CellTracker CM-DiI (Thermo Fisher Scientific, Braunschweig, Germany Waltham, MA, USA) for 5 min at 37 °C and then for an additional 15 min at 4 °C. To minimize cell clumping, DNase I (250 Kunitz units/mL, Sigma) was added to the cell suspension. Following the incubation, cells were washed with 10% FCS RPMI, twice with serum-free RPMI and resuspended in serum-free RPMI to a final concentration of 1.0 × 10^8^ cell/mL. Before implantation, zebrafish were anesthetized with tricaine (0.02%, Sigma) and embedded in a lateral position in 1.0% low gelling temperature agarose (Sigma). Between 150 and 250 CM-DiI-labeled tumor cells were injected into the yolk sac of each zebrafish embryo using FemtoJet express microinjector (Eppendorf, Hamburg, Germany) and glass microinjection needles (Science Products, Hofheim, Germany). Embryo were transferred to 34 °C 1 h after tumor cell injection.

### 2.12. Zebrafish Larvae Drug Treatment and Efficiency Evaluation

Treatment was performed as described previously [25]. Briefly, tumor xenografts were evaluated by fluorescence microscopy (Olympus, Hamburg, Germany) 2 h post implantation. Only larvae with red fluorescence at the injection site were used for drug testing. Selected embryos were transferred to 48-well uncoated plates (Corning) and incubated in PTU buffer containing drugs or solvent. The medium was replaced daily. Tumor growth was evaluated by confocal microscopy before drug exposure as well as 48 h post treatment. For imaging, fish were anesthetized with tricaine (0.02%, Sigma) and embedded in a lateral position in 1.0% low gelling temperature agarose (Sigma) in chambered coverslips (Ibidi, Martinsried, Germany). Images of living early larvae were obtained using a Zeiss LSM 710 confocal microscope (Zeiss, Oberkochen, Germany) and ZEN software (Zeiss). Tumor progression was evaluated using Fiji software and a semi-automated macro [25]. Zebrafish embryos were treated with higher concentrations of panobinostat (200 nM) and chloroquine (100 µM) as substances are applied to the surrounding water and, as the estimated extent of compound absorption by the zebrafish early larvae is one-tenth to one-twentieth of the cell culture treatment concentration [26,27].The maximal tolerated dose for chloroquine was above 500 µM and for panobinostat 1 µM, as described previously [25]. 

### 2.13. Gene Expression Analysis

For microarray analysis, three independent replicate experiments were performed, in which SK-N-BE(2)-C cells were treated for 24 h with 500 nM vorinostat and solvent (DMSO), respectively. Total RNA was isolated using the RNeasy MiniKit (Qiagen). For microarray analysis, 1 µg RNA per sample was used. Gene expression analysis was performed at the house-internal Genomics and Proteomics Core Facility using human whole genome HT-12 v4 BeadChips^®^. Normalization of the raw intensity data was performed by the microarray unit of the DKFZ Genomics and Proteomics Core Facility with Illumina BeadStudio Data Analysis Software version v4_r2. GEO number: GSE169219. The normalized gene expression profiles were further analyzed by R2 (R2: microarray and visualization platform: http://r2.amc.nl, accessed on 16 March 2021). R2 was used to find differentially expressed autophagy-related genes (GO: 0006914) between solvent and vorinostat treated SK-N-BE(2)-C cells. Significantly (*p* < 0.05) (analysis of variance (ANOVA), corrected for multiple testing) differentially expressed autophagy-related genes were depicted as heatmap.

### 2.14. Statistical Analysis

R (R version 4.0.3, 2020; The R Foundation for Statistical Computing) and R package CRAN ggplot2 and RColorBrewer [28,29] was used for statistical analysis. Data were analyzed using two-tailed *t*-test or one-way analysis of variance (ANOVA). For multiple comparisons, Tukey’s post hoc corrections were applied. A *p*-value of *p* < 0.05 was considered significant. The number of replicates for each experiment is depicted in the respective figure or figure legend. 

## 3. Results

### 3.1. Broad-Spectrum HDAC Inhibitors Induce Autophagic Flux in SK-N-BE(2)-C Neuroblastoma Cells 

Broad-spectrum HDAC inhibitors show promising anti-cancer activities in several tumor entities, including neuroblastomas. To investigate whether and how HDAC inhibitors affect autophagy in neuroblastoma, we analyzed autophagic flux in SK-N-BE(2)-C cells upon treatment with two widely used broad-spectrum HDAC inhibitors, vorinostat and panobinostat. We selected SK-N-BE(2)-C cells, which are derived from a relapsed patient after chemotherapy [30] and recapitulate many aspects of advanced stage neuroblastoma, such as *TP53* (tumor protein p53) mutation, *MYCN* (v-myc avian myelocytomatosis viral oncogene neuroblastoma derived homolog) amplification and relative treatment resistance towards chemotherapeutics [31]. Nonetheless, these cells are still responsive to HDAC inhibitor treatment [32]. To detect autophagic flux, we assessed the amount of phosphatidylethanolamine conjugated microtubule-associated protein light chain 3 (LC3-II), an autophagy marker localized to the autophagosome membrane, after treatment with either HDAC inhibitor alone or in combination with the late stage autophagy inhibitor bafilomycin A1 [33]. Bafilomycin A1 interferes with the lysosomal V-ATPase thereby inhibiting lysosomal acidification and preventing degradation of engulfed contents [34]. The treatment of SK-N-BE(2)-C cells with either HDAC inhibitor alone appeared to increase the amount of conjugated LC3-II and appeared to decreased the amount of sequestome-1 (p62/SQSTM1) compared to the solvent control, suggesting that the treatment stimulated autophagic flux (Figure 1a; Supplementary Figure S1a,b). If so, the combination of HDAC inhibitor with the late stage autophagy inhibitor bafilomycin should further increase accumulation of autophagosomes when compared to bafilomycin treatment alone, since de novo generated autophagosomes accumulate at the stage of fusion with the lysosome. Hence, we added bafilomycin A1 for 6h to the HDAC inhibitor treatment. The combination treatment appeared to increase the levels of conjugated LC3-II as well as p62/SQSTM1 further, pointing towards autophagic flux induction through HDAC inhibitor treatment, which, if late stage fusion is blocked, enhances accumulation of autophagosomes albeit the effect did not reach statistical significance over three experimental replicates (Figure 1a; Supplementary Figure S1a,b). To confirm with a second, statistically more robust, method that treatment of SK-N-BE(2)-C cells with vorinostat and panobinostat promotes autophagic flux, we used cells stably expressing a tandem EGFP-mCherry tagged LC3B and conducted automated microscopic experiments, followed by automated image analysis (using an in-house programmed ImageJ Macro) (see Supplementary Methods). Features extracted from automated image analysis included cell number by counting of DAPI stained nuclei, red fluorescent vesicles and vesicles with red and green double-fluorescence. Vesicles with red and green fluorescence overlay represent autophagosomes. Upon fusion with lysosomes they lose their EGFP fluorescence due to quenching [35], making autolysosomes appear red fluorescent only. Therefore, increased solely red fluorescent vesicle numbers indicate increased number of autolysosomes (pointing to increased autophagic flux), whereas an increase of vesicles with red and green overlay indicates impaired fusion of autophagosomes and lysosomes (blocked autophagic flux). We used two different time points (6 h and 48 h) to get a hint whether HDAC inhibitors vorinostat and panobinostat directly affected the autophagic machinery (6 h time point) or whether the observed effects on autophagic flux might depend on gene transcription (48 h time point). Treatment of SK-N-BE(2)-C cells with vorinostat or panobinostat significantly increased the relative number of autolysosomes after 48h treatment, while decreasing the relative number autophagosomes (Figure 1b,c; Supplementary Figures S1c and S2). This supports our finding that vorinostat and panobinostat promote autophagic flux. In contrast, bafilomycin A1, which blocks fusions of autophagosomes with lysosomes, increased relative autophagosome numbers while decreasing autolysosome numbers after 6h and 48h, respectively (Figure 1b,c). Due to their autophagic flux-inducing effect, vorinostat or panobinostat should increase relative autophagosome numbers upon co-treatment with a late-stage flux inhibitor such as bafilomycin A1, because de-novo generated autophagosomes are unable to fuse with lysosomes. We observed that co-treatment with bafilomycin and vorinostat or panobinostat for 48h significantly increased autophagosome numbers when compared to bafilomycin treatment alone (Figure 1b,d, Supplementary Figures S1c and S2), confirming that vorinostat and panobinostat promote autophagy in SK-N-BE(2)-C cells.

### 3.2. Broad-Spectrum HDAC Inhibitors Increase the Expression of Autophagy Genes in Neuroblastoma Cell Lines

As vorinostat and panobinostat promote autophagic flux and are well-known modulators of gene transcription, we investigated the effect of these HDAC inhibitors on the expression of autophagy-related genes. 

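Gene expression was measured on Illumina HT-12 v4 BeadChips, arrays whose beads carry probes for human transcripts. RNA came from SK-N-BE(2)-C cells, a neuroblastoma line with an amplified MYCN gene. At 24 h there were 3 arrays of cells given solvent (DMSO) and 3 of cells given 500 nM vorinostat. Panobinostat was not measured on these arrays. A further 3 arrays of solvent-treated and 2 of vorinostat-treated cells were taken after 6 d, a time point that the paper's text does not describe. The methods speak of independent experiments for the 24 h treatment.
The mean intensity per array before normalization was 272 to 302 with solvent and 401 to 413 with vorinostat at 24 h. It was 323 to 383 with solvent at 6 d, and 283 and 338 on the vorinostat arrays. At 24 h each group lay on a BeadChip of its own, so that BeadChip and treatment cannot be told apart at this time, whereas both groups of 6 d lay on 1 chip. The authors normalized the intensities with BeadStudio. Here the non-normalized intensities were corrected for background by normexp with an offset of 16, quantile normalized across the 11 arrays and taken as log2. A probe had to be above background at a detection p under 0.01 on every array of at least 1 group, and the brightest such probe stood for its gene. This left 10323 genes, which limma tested in 1 fit over all arrays with Benjamini-Hochberg adjustment and a threshold of 0.05. The small number of arrays limits the precision.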

The microarray expression analysis of genes with the ontology term “autophagy” (GO:0006914) revealed a significant upregulation of several autophagy genes in SK-N-BE(2)-C cells treated with vorinostat for 24 h (Figure 2a). 

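GABARAPL1, MAP1LC3A, WIPI1 and BNIP3L were all higher in the vorinostat-treated cells at 24 h, with every vorinostat array above every solvent array. Of all genes tested, 46.4% had arrays that did not overlap between the groups, in either direction. GABARAPL1 and MAP1LC3A encode ubiquitin-like proteins that are attached to the autophagosome membrane. GABARAPL1 (probe ILMN_2151281) had a log2 intensity of 6.55 ± 0.16 (SD, n = 3) with vorinostat and 5.35 ± 0.38 (SD, n = 3) with solvent, a 2.31-fold difference (standard error 0.21 on the log2 scale, adjusted p = 0.000472 from limma). For MAP1LC3A (probe ILMN_1776188) the values were 9.22 ± 0.14 and 8.06 ± 0.12 (SD, n = 3 each), a 2.24-fold difference (standard error 0.13, adjusted p = 1.76e-05 from limma). BNIP3L (probe ILMN_1718961), a receptor that brings mitochondria into autophagosomes, rose from 7.72 ± 0.22 to 8.57 ± 0.072 (SD, n = 3 each), or 1.81-fold (standard error 0.17, adjusted p = 0.00146 from limma). A dimmer probe of BNIP3L had a log2 fold change of 0.57 that did not pass. WIPI1 (probe ILMN_1781386), which binds phosphoinositides on the forming autophagosome, was not above background on any solvent array. Its level with vorinostat was at least 1.78-fold higher, counted against the lowest signal of detected probes on each solvent array (adjusted p = 0.00382 from limma). With arrays scaled by their medians in place of quantiles, WIPI1 no longer passed the test (adjusted p = 0.241 from limma, range 0.0014 to 0.241 over 26 alternatives).

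**Figure D1:**
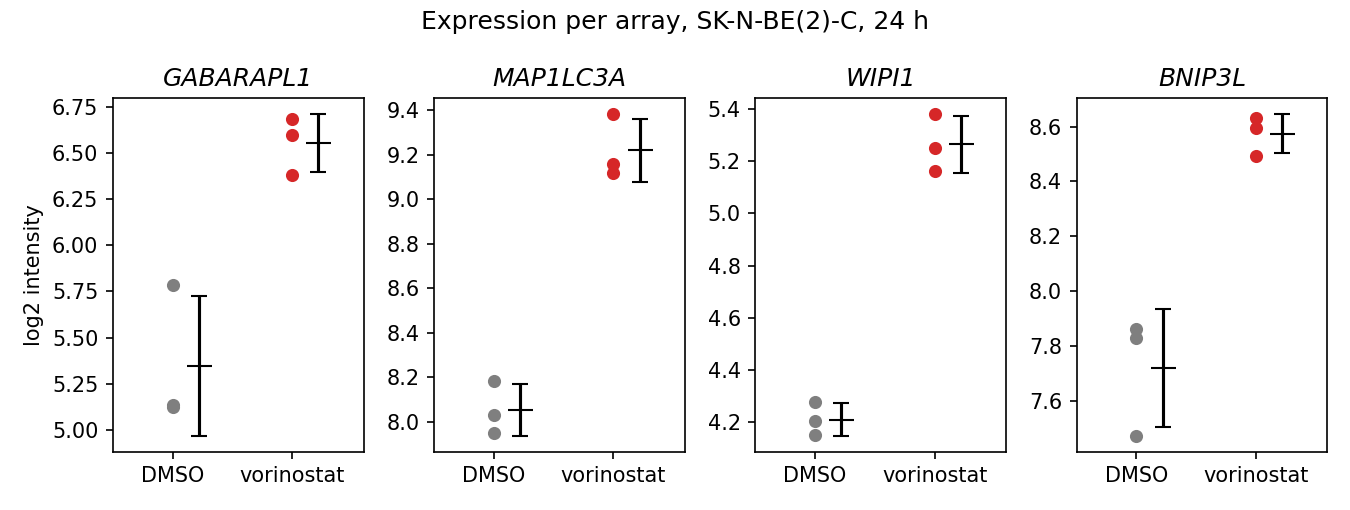
Log2 intensity per array of 4 autophagy genes after 24 h with solvent (DMSO, grey) or vorinostat (red). Each point is 1 array, and the bars give the mean and SD of 3 arrays. The y axes differ between genes and do not start at 0. For each gene the 3 vorinostat arrays lie above the 3 solvent arrays.

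The genes were also grouped by lists fixed before the data were examined. Among 16 measured autophagy receptors, which link cargo to the autophagosome, 8 rose and 1 fell (8 and 1 when adjusted over the list alone) at an adjusted p under 0.05 from limma. OPTN, a receptor for ubiquitinated cargo, had a log2 fold change of 1.52, though it was detected on 2 of 3 solvent arrays, and CCPG1, a receptor for the endoplasmic reticulum, one of 1.37 (a dimmer probe, at 0.58, did not pass). SQSTM1, which encodes p62, fell by 0.65 on the log2 scale. The receptors as a list were shifted upwards (median log2 fold change 0.40, adjusted p = 0.0488 from limma's camera). This call was lost in 10 of 25 alternatives, over which camera's adjusted p ranged from 0.00716 to 0.369. Among these were the replicate number as a block (adjusted p = 0.0698 from camera) and an estimated correlation between genes (adjusted p = 0.369 from camera). Of 39 genes of the lysosome list 13 rose and 0 fell (14 and 0 when adjusted over the list alone), and 14 and 1 at an unadjusted p under 0.05. Their median was 0.18, and their camera test had the same adjusted p as the receptors. The call of the lysosome list was lost in 9 of 25 alternatives (range of camera's adjusted p 0.00349 to 0.369). The block (adjusted p = 0.065 from camera) and an estimated correlation (adjusted p = 0.369 from camera) were among them. NPC2, which carries cholesterol out of lysosomes, rose most (log2 fold change 2.03), and PSAP, the precursor of activators of lipid breakdown, rose by 0.88. The number of detected probes differed with the treatment too, at 15947 to 16878 on the solvent arrays and 18302 to 18696 on the vorinostat arrays. From its comparison of these arrays the paper states an upregulation of several autophagy genes.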

Realtime RT-PCR analyses confirmed these findings for some selected genes (*GABARAPL1*, *MAP1LC3a*, *WIPI1* and *BNIP3L)*, as treatment with the both broad-spectrum HDAC inhibitors, vorinostat or panobinostat, resulted in upregulation of these genes in SK-N-BE(2)-C and IMR-32 neuroblastoma cells (Figure 2b,c). Of note, *GABARAPL1* was not detectable in IMR-32 cells.

### 3.3. Broad-Spectrum HDAC Inhibitors Do Not Reduce mTORC1 Activity or Induce TFEB Translocation, But Activate FOXO1 and FOXO3 Transcription Factors in SK-N-BE(2)-C Cells 

The mechanistic target of rapamycin complex 1 (mTORC1) is known to be a key regulator in the autophagy process. Increased mTORC1 activity is known to suppress catabolic processes, such as autophagy via the Unc-51-like autophagy activating kinase-1 (ULK1) and anabolic programs are induced by increased mTORC1 activity via phosphorylation of the ribosomal protein S6 kinase beta-1 (S6K1) (reviewed in [36]). Hence, the phosphorylation state of S6K1 is a surrogate marker for mTORC1 activity. We investigated whether vorinostat and panobinostat treatment induces autophagy in SK-N-BE(2)-C cells by reducing mTORC1 activity. Treatment of SK-N-BE(2)-C cells with vorinostat or panobinostat for 24 h did not diminish, but rather induced phosphorylation of S6K1 (Figure 3a,b), which is indicative for activated mTORC1. In contrast, the positive control rapamycin, a well-known mTOR inhibitor, markedly reduced phosphorylation of S6K1 (Figure 3a). We conclude, that the HDAC inhibitor initiated autophagic flux is not mediated via mTOR inactivation.

As HDAC inhibitor treatment upregulates the expression of ATG genes, we wondered whether HDAC inhibitor treatment of SK-N-BE(2)-C cells affects the transcriptional regulation of these genes. Thus, we investigated the activity of the transcription factors TFEB, FOXO1 and FOXO3, which are known to regulate the expression of autophagy and lysosomal related genes (reviewed in [17]).

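Of 35 measured genes of the core machinery that builds autophagosomes, 7 rose and 1 fell (7 and 1 when adjusted over the list alone) after 24 h of vorinostat and 27 did not pass the test at an adjusted p under 0.05 from limma. Besides GABARAPL1, MAP1LC3A and WIPI1, ATG10 and ATG4C rose, with log2 fold changes of 0.74 (standard error 0.15, adjusted p = 0.00198 from limma) and 0.63 (standard error 0.19, adjusted p = 0.0199 from limma). ATG10 takes part in the conjugation of ATG12 to ATG5, and ATG4C is a protease that processes proteins of the LC3 and GABARAP family. RB1CC1, the scaffold of the ULK1 complex, rose by 0.37 and GABARAPL2, a relative of GABARAPL1, by 0.30 on the log2 scale, while another protease of the ATG4 family, ATG4D, fell by 0.65. A dimmer probe of GABARAPL2 had a log2 fold change of -0.28 that did not pass the test. MAP1LC3B, with a log2 fold change of 0.36, did not pass, though it did with the replicate number as a block (adjusted p = 0.0404 from limma). ULK1, the kinase that starts autophagosome formation, had a log2 fold change of -0.0076 (adjusted p = 0.978 from limma), and ATG7, the enzyme that activates both conjugation systems, one of -0.14 (adjusted p = 0.713 from limma), both with either sign when single arrays were left out. The list as a whole was not shifted against other genes at the threshold (median log2 fold change 0.12, adjusted p = 0.497 from limma's camera). With medians in place of quantiles as the scaling, 4 members were higher, as were 4 without DMSO 24 h replicate 3, and the calls of RB1CC1, GABARAPL2, ATG4D and ATG4C were lost in 9, 9, 8 and 6 of 26 alternatives. The vorinostat arrays were the brighter ones, on a chip of their own.

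**Figure D2:**
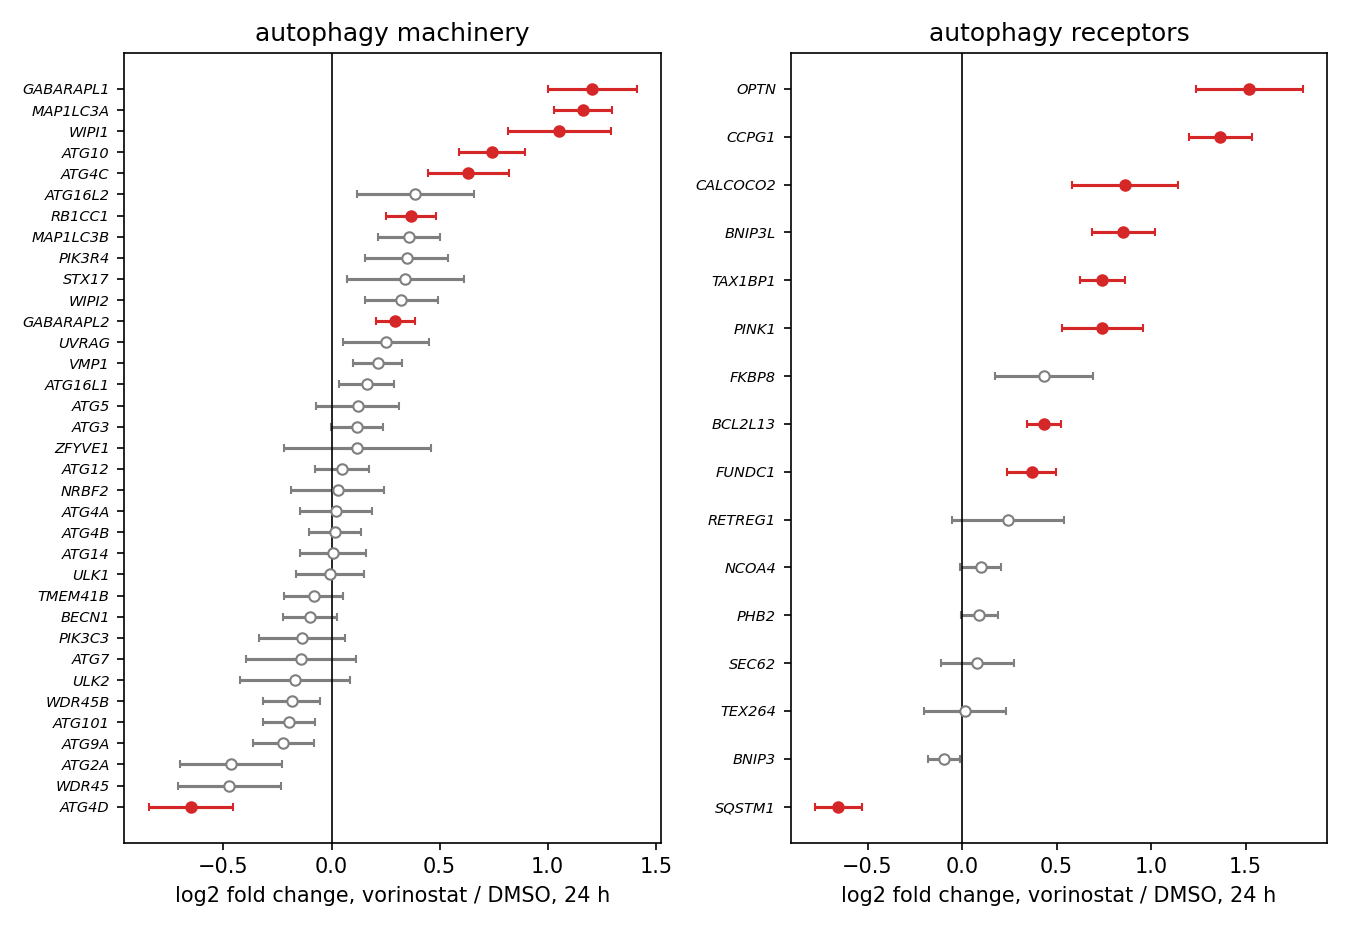
Log2 fold change between vorinostat and solvent at 24 h for the measured genes of the autophagy machinery (left) and the autophagy receptors (right). Points are the fitted values of limma over 3 arrays per group and bars their standard errors. Filled red points passed an adjusted p of 0.05. Among the machinery 7 red points lie right of 0 and 1 left of it. WIPI1 and CALCOCO2 were not above background on any solvent array, so that their points are not fold changes between measured levels.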

The activity of TFEB and the FOXO family members FOXO3a and FOXO1 is regulated by phosphorylation, such that they only locate to the nucleus and activate target genes transcription in an unphosphorylated state. Conversely, phosphorylation via ERK2 and mTORC1 (TFEB) or via the PI3K-AKT pathway (FOXO) causes their retention in the cytoplasm [18,19]. Neither treatment with vorinostat nor panobinostat affected nuclear translocation of TFEB in SK-B-BE(2)-C cells (Figure 3c,d; Supplementary Figure S3a). Moreover, neither vorinostat nor panobinostat treatment affected ERK phosphorylation in SK-N-BE(2)-C cells (Figure 3e; Supplementary Figure S3b). 

However, treatment of SK-N-BE(2)-C cells with vorinostat or panobinostat substantially increased nuclear levels of FOXO1 and FOXO3a compared to solvent control (Figure 4a–c; Supplementary Figure S3c,d). In line with this, vorinostat and panobinostat treatment reduced the phosphorylation of FOXO1. Of note, both HDAC inhibitors markedly increased the protein levels of FOXO1 (Figure 4d). Vorinostat or panobinostat treatment decreased the ratio of phosphorylated FOXO1 to total FOXO1 five- to ten-fold (Figure 4e; Supplementary Figure S3e). Hence, treatment of SK-N-BE(2)-C cells with vorinostat and panobinostat induced nuclear translocation and activation of FOXO1 and FOXO3a transcription factors. Moreover, double knockdown of FOXO1 and FOXO3a significantly reduced HDACi induced upregulation of autophagy genes *WIPI1* and *GABARAPL1* (Figure 4f,g; Supplementary Figures S3f and S4).

### 3.4. Treatment of SK-N-BE(2)-C Cells with Panobinostat in Combination with Chloroquine Reduces Cell Viability and Tumor Growth in Cell Culture and In Vivo

HDACi mediated induction of autophagy has been linked to therapeutic resistance to HDACi treatment [37] and could be disrupted by combining HDACi with autophagy inhibitors, such as chloroquine. Additionally, cell death induction by HDACi treatment was enhanced by combination treatment with autophagy inhibiting drugs [38,39]. To investigate the interplay of autophagic flux inducing broad-spectrum HDAC inhibitors with autophagy inhibiting drugs in our neuroblastoma cell model, we performed neuroblastoma colony assays. Co-treatment of SK-N-BE(2)-C cells with chloroquine and panobinostat effectively reduced colony formation (Figure 5a,b). In line with blocked colony formation, the number of viable cells (Figure 5c) and cell viability (Figure 5d) were substantially reduced by combination treatment with chloroquine and panobinostat, indicating a beneficial effect of the combination. To investigate treatment efficacy in vivo we used a zebrafish embryo/early larvae SK-N-BE(2)-C xenograft model. We tested panobinostat and chloroquine alone and in combination. Data are depicted as waterfall plots illustrating the change in tumor volume over baseline for the individual fish larvae (Figure 5d). Treatment with the combination of chloroquine and panobinostat substantially improved the response rate (PR = partial response according to RECIST, adopted for zebrafish) [25] with 0% PR for panobinostat or chloroquine alone and 18% for the combination. The progression rate (PD = progressive disease) decreased from 25% (chloroquine) and 50% (panobinostat) for the single treatment to 9% for the combination (Figure 5d).

## 4. Discussion

Despite extensive and multimodal therapy regimens relapse occurs frequently in high-risk neuroblastoma patients, with relapsed tumors being highly therapy resistant [40]. Autophagy is closely linked to chemoresistance in various cancer entities, including neuroblastoma [41,42,43]. Targeting autophagy in neuroblastoma therefore represents a promising approach to overcome treatment resistance and improve outcome of high-risk patients. 

Due to their involvement in numerous cancer-regulating processes, HDACs have emerged as potential target for cancer directed therapies. Given their good actionability, multiple HDAC inhibitors have been approved for cancer treatment or are currently tested in clinical trials (reviewed in [44]). We have previously identified HDAC10 as a poor prognostic marker in high-risk neuroblastoma, where it promotes chemoresistance via autophagy, lysosomal exocytosis and DNA double-strand break repair [45,46]. Interference with autophagy therefore represents one potential mechanism how HDAC inhibitors can impede tumor resistance mechanisms. Apart from HDAC10, there are other HDACs, which regulate autophagy, but their individual impact is diverse and partially unsolved. Consequently, a better understanding of (transcriptional) autophagy regulation in response to epigenetic therapy is still required.

In this study, we investigated the regulation of autophagy upon broad-spectrum HDACi treatment in neuroblastoma cells. Vorinostat and panobinostat increased autophagic flux and gene expression analysis revealed upregulation of numerous autophagy genes after HDACi treatment. Autophagy induction by HDACi treatment has been previously described in other cancer models such as HeLa cells [47] or malignant rhabdoid tumor cells [48], where autophagy was induced alongside of apoptotic cell death. HDACi can promote autophagy through a variety of mechanisms, including p53 signaling [49], ROS accumulation [50], p21 upregulation [51] or changes in mTOR signaling [52]. Moreover, autophagy is regulated at a transcriptional level by several transcription factors such as TFEB and members of the FOXO family. In our study, treatment of neuroblastoma cells with broad-spectrum HDACi vorinostat and panobinostat promoted autophagy via activation of FOXO1 and FOXO3a. We demonstrate that treatment with panobinostat and vorinostat induced nuclear translocation of FOXO1 and FOXO3a, while the simultaneous knockdown of FOXO1 and FOXO3a suppressed induction of autophagy genes, such as *WIPI1* and *GABARAPL1* [53,54] after HDACi treatment. Of note, simultaneous knockdown of FOXO1 and FOXO3a alone induced *WIPI1* expression, pointing towards an alternative regulation under these conditions, e.g., through TFEB [55] or TFE3 [56]. Our findings are supported by work of Zhang et al., which demonstrated enhanced FOXO1 transcriptional activity after trichostatin A (TSA) treatment and that knockdown or inhibition of FOXO1 blocked HDACi-mediated autophagy in colon cancer cells [39]. Furthermore, Pei et al. observed strong HDACi induced FOXO1 upregulation in FOXO1 low expressing *MYC*amp medulloblastoma cells [57]. In contrast to FOXO1 and FOXO3a transcription factor activation, we did not find alterations in mTOR signaling, one of the best described mechanisms of autophagy regulation, after vorinostat and panobinostat treatment, (reviewed in [58]). mTOR is regulated via the PI3K-AKT pathway, as well as AMPK (AMP-activated protein kinase) and its activation suppresses autophagy by inactivation of the ULK1 kinase. Earlier studies have shown that vorinostat inactivates mTOR in mouse embryonic fibroblasts (MEFs), relieving ULK1 from inactivation by mTORC1 and therefore inducing autophagy [52]. In contrast, two studies using leukemic cells showed that HDACi treatment can also suppress autophagy by transcriptional and post-translational repression of ATG7 [59] and activation of the PI3K/AKT/mTOR axis, respectively [60]. 

Moreover, we did not observe nuclear translocation of TFEB, a master transcription factor of autophagy and lysosomal genes, after broad-spectrum HDACi treatment of neuroblastoma cells. This is in line with our observation that panobinostat and vorinostat treatment did not alter mTOR activity, as TFEB localization is controlled by phosphorylation via mTORC1 such that mTORC1 activity prevents nuclear translocation of TFEB [61]. TFEB phosphorylation at S142 is additionally controlled by ERK2 [18]. Consistent with the lack of TFEB translocation after broad-spectrum HDACi treatment, we did not observe changes in ERK activity. 

Considering the critical role of autophagy in tumor progression and tumor cell survival, treatment with targeted therapies that induce cytoprotective autophagy might inadvertently contribute to therapeutic resistance and tumor growth (reviewed in [22]). HDACi-mediated autophagy indeed has been linked to therapeutic resistance in malignant peripheral nerve sheath tumors (MPNST), where a subset of HDACi resistant cells displayed morphologic features of autophagy but not apoptosis [37]. Despite all evidence that HDACis are promising anti-cancer targets, only a few broad-spectrum inhibitors have been approved for clinical use as of now, mostly because HDACi monotherapies displayed limited success in clinical trials [62]. To improve the antitumor effects of HDACi further, great potential is seen in the combination of HDACi with other drugs. For example, disruption of HDACi-mediated autophagy by combining HDACis with drugs that inhibit late stages of autophagy, such as chloroquine or bafilomycin A1, can enhance HDACi-mediated cell death in vitro and in vivo [37,38,39]. Likewise, combination of vorinostat or panobinostat with chloroquine in our neuroblastoma model significantly reduced colony formation and cell viability of tumor cells compared to single agent treatment. This is supported by our own in vivo data from a zebrafish early larva xenograft model, where the combination treatment with panobinostat and chloroquine substantially decreased tumor volume.

In conclusion, we demonstrate that the broad-spectrum HDACis vorinostat and panobinostat induce autophagy in neuroblastoma cells on a transcriptional level. This process is regulated by the dephosphorylation and translocation of transcription factors FOXO1 and FOXO3a and occurs independently of other autophagy inducing pathways such as mTORC signaling or activation of the transcription factor TFEB. By combining HDACi with the late-stage autophagy inhibitor chloroquine, we successfully sensitized neuroblastoma cells to HDACi treatment both in vitro and in vivo. We infer that this drug combination represents a promising approach for the treatment of high-risk neuroblastomas depending on autophagy as treatment resistance mechanism.

## Figures and Tables

**Figure 1:**
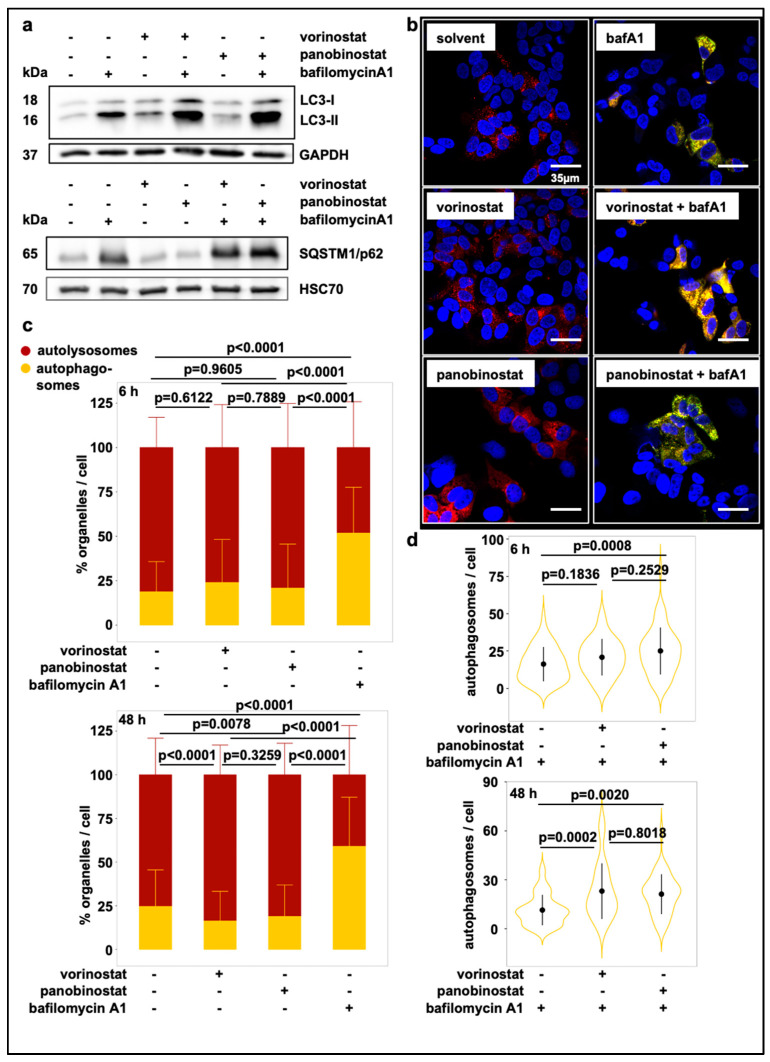
Treatment with broad-spectrum HDAC inhibitors induces autophagic flux. (**a**) Western Blot displaying LC3-I and LC3-II levels and SQSTM1/p62 levels in whole-cell lysates of SK-N-BE(2)-C cells after 24 h treatment with 500 nM vorinostat or 10 nM panobinostat or solvent control and with or without additional 6h treatment with bafilomycin A1 (100 nM). GAPDH and HSC70 served as a loading control for corresponding Western blots. (**b**) Confocal fluorescence microscopy analysis of SK-N-BE(2)-C cells. Autophagosome formation was visualized after treatment with vorinostat (500 nM) or panobinostat (10 nM) alone or in combination with 100 nM bafilomycin A1 by using the mCherry-EGFP-LC3B expression construct. Autolysosomes appear red fluorescent only, autophagosomes are red and green fluorescent (yellow in merged channels). Scale bar: 35 µm. (**c**) Automated quantification of one representative fluorescence microscopic experiments using the mCherry-EGFP-LC3B expression construct 6 h and 48 h after treatment with either HDACi or bafilomycin A1. Each transfected cell was analyzed for green and red fluorescent foci. Statistical analyses: ANOVA with Tukey’s multiple comparison test. (**d**) Automated quantification and statistical analyses for the combination treatment with bafilomycin A1 as described in (**c**).

**Figure 2:**
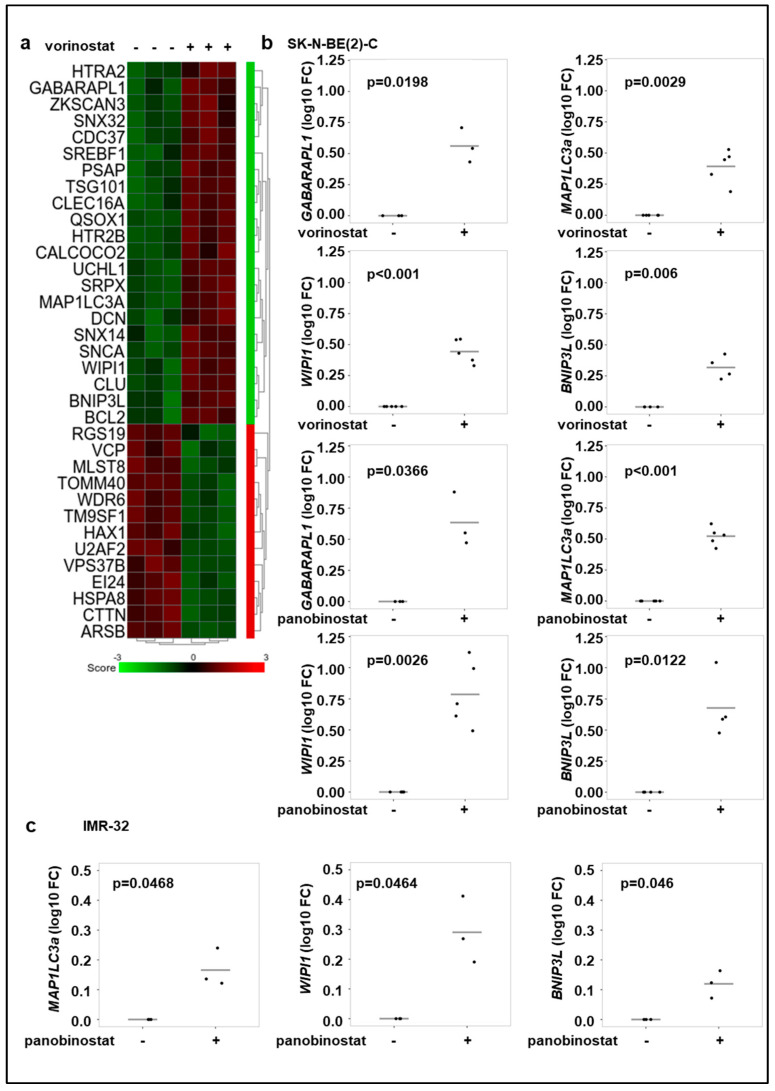
Broad-spectrum HDAC inhibitor treatment increases the expression of autophagy genes. (**a**) Gene expression analysis of genes with the ontology term “autophagy” of SK-N-BE(2)-C neuroblastoma cells. Cells were treated for 24 h with vorinostat (500 nM) in three replicates. Genes, which are significantly up- or downregulated (*p* < 0.05) are shown. (**b**) Realtime RT-PCR analysis of *GABARAPL1*, *MAP1LC3a*, *WIPI1*, *BNIP3L* after 24 h treatment of SK-N-BE(2)-C cells with vorinostat (500 nM) or panobinostat (10 nM). (**c**) Realtime Quantitative RT-PCR analysis of *MAP1LC3a*, *WIPI1*, *BNIP3L* after 24 h treatment of IMR-32 cells with panobinostat (4 nM). Statistical analyses were performed using one sample *t*-test. Boxes represent the SD.

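Of the 35 genes drawn in Figure 2a, 32 could be tested on the arrays, and 31 differed between vorinostat and solvent at 24 h in the direction drawn at an adjusted p under 0.05 from limma. The study chose these genes on the same samples, so that their direction is not independent evidence. All 20 tested genes drawn as higher were called, with log2 fold changes from 0.34 to 1.87 and a median of 0.84. The highest were HTR2B, a serotonin receptor, and QSOX1, an oxidase that forms disulfide bonds (1.73). SRPX, at least 2.54-fold higher, and CLU, the secreted chaperone clusterin, at least 2.48-fold higher, were not above background on any solvent array. CALCOCO2, an autophagy receptor for bacteria and mitochondria, was likewise undetected with solvent and at least 1.75-fold higher (adjusted p = 0.0309 from limma). This call was lost with the replicate number as a block (adjusted p = 0.0557 from limma, range 0.007 to 0.597 over 26 alternatives).
Of the genes drawn as lower, 12 were tested and 11 called, with a median log2 fold change of -0.54 over those tested. ARSB, a lysosomal sulfatase that is not a member of the lysosome list used here, fell by 1.54 on the log2 scale and CTTN, an actin-binding protein, by 1.04. MLST8, a subunit of the mTOR complexes, fell by 0.72 and VCP, an ATPase that extracts ubiquitinated proteins, by 0.53. EI24, a protein of the endoplasmic reticulum, had a log2 fold change of -0.41 (adjusted p = 0.0855 from limma), which was -0.26 without DMSO 24 h replicate 2, and passed with the replicate number as a block (adjusted p = 0.0224 from limma, range 0.0224 to 0.302 over 26 alternatives). For HTRA2, SREBF1, ARSB and CTTN a dimmer probe had a smaller change that did not pass the test, at 0.14, 0.13, -0.41 and -0.50 on the log2 scale. The same held for a dimmer probe of DCN, HSPA8 and U2AF2, at 0.47, -0.21 and -0.38. Other dimmer probes of CTTN and DCN passed, at -0.80 and 1.43. The call of SREBF1 was lost in 11 of 26 alternatives.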

**Figure 3:**
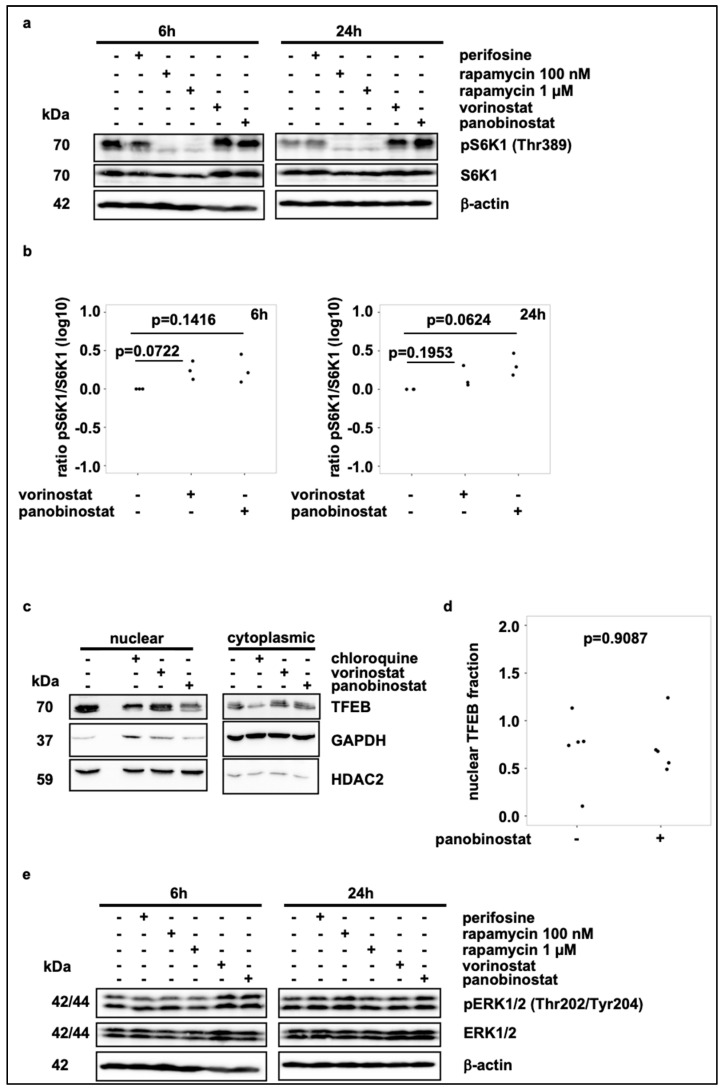
Broad-spectrum HDAC inhibitor treatment does not reduce mTORC1 activity. (**a**) Western blot analysis of pS6K1 and S6K1 levels after 6 h and 24 h treatment with vorinostat (500 nM) or panobinostat (10 nM). Rapamycin (100 nM and 1 µM) was used as negative control for mTORC1 activity and thus S6K1 phosphorylation. Note that blots were also used to analyze ERK1/2 phosphorylation in Figure 3e. (**b**) Quantification of Western blot analysis of pS6K1 and S6K1 expression, normalized to solvent control. Statistical analyses: ANOVA with Tukey’s multiple comparison test. (**c**) Subcellular localization analysis of TFEB on SK-N-BE(2)-C cells treated for 24 h with vorinostat (500 nM) or panobinostat (10 nM). Chloroquine (50 µM) was used as positive control for TFEB translocation. GAPDH was used as cytoplasmic marker, HDAC2 was used as nuclear marker. (**d**) Quantification of nuclear TFEB by Western blot analysis from subcellular localization analysis. Statistical analyses: *t*-test. (**e**) Western blot analysis of pERK1/2 and ERK1/2 expression after 6 h and 24 h treatment with vorinostat (500 nM) or panobinostat (10 nM). Note that identical blots were used to analyze S6K1 phosphorylation in Figure 3a.

**Figure 4:**
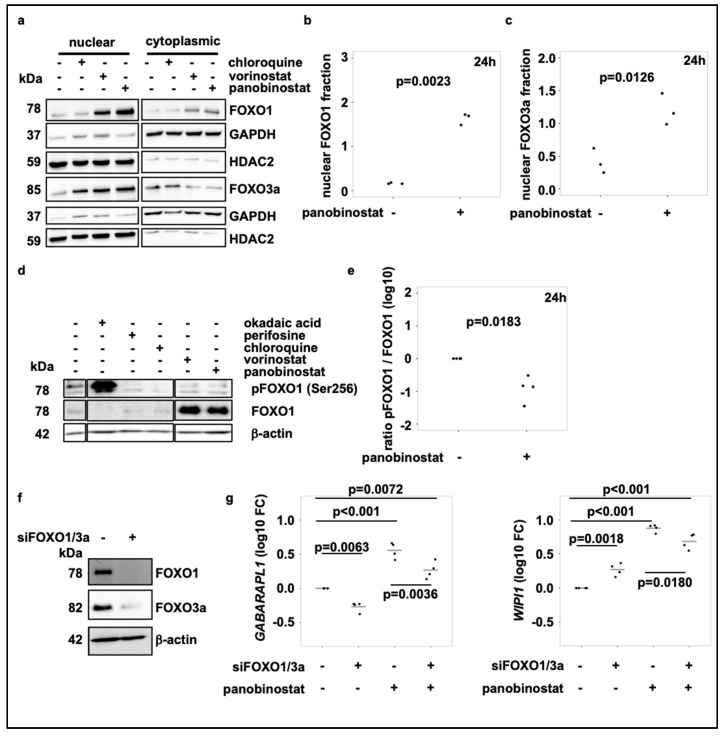
Broad-spectrum HDAC inhibitor treatment activates FOXO1 via the PI3K-AKT-pathway and induces FOXO nuclear translocation. (**a**) Representative subcellular localization analysis of FOXO1 and FOXO3a in SK-N-BE(2)-C neuroblastoma cells treated for 24 h with chloroquine (50 µM), vorinostat (500 nM) or panobinostat (10 nM) for 24 h. GAPDH was used as cytoplasmic marker, HDAC2 served as nuclear marker. (**b**,**c**) Quantification of FOXO1 (**b**) and FOXO3a (**c**) nuclear protein of at least three individual Western blots analogous to figure (**a**). (**d**) Western blot analysis of pFOXO1 and FOXO expression after treatment of SK-N-BE(2)-C cells with chloroquine (50 µM), vorinostat (500 nM) or panobinostat (10 nM) for 24 h. Okadaic acid (1 µM) and perifosine (5 µM) were used as positive and negative control, respectively. All samples were applied to the same gel and blotted on one membrane. Treatments with inhibitors/substances not relevant for the figure were cut from the analysis. (**e**) Quantification of the pFOXO1 to FOXO1 ratio from Western blot analysis from four individual experiments, normalized to solvent control. Statistical analyses: *t*-test. (**f**) Western blot analysis of FOXO1 and FOXO3a in SK-N-BE(2)-C neuroblastoma cells 5 days after transfection with control or FOXO1 and FOXO3a siRNA (pool of three different siRNAs for each target; pool of 6 siRNAs in total), respectively. (**g**) Realtime RT-PCR analysis of *GABARAPL1* and *WIPI1* after transfection of SK-N-BE(2)-C neuroblastoma cells with control or FOXO1 and FOXO3a siRNA (pool of 3 siRNAs for each target; pool of 6 siRNAs in total). Cells were additionally treated for the last 24h with either panobinostat or a solvent control. Statistical analyses: ANOVA with Tukey’s multiple comparison test.

**Figure 5:**
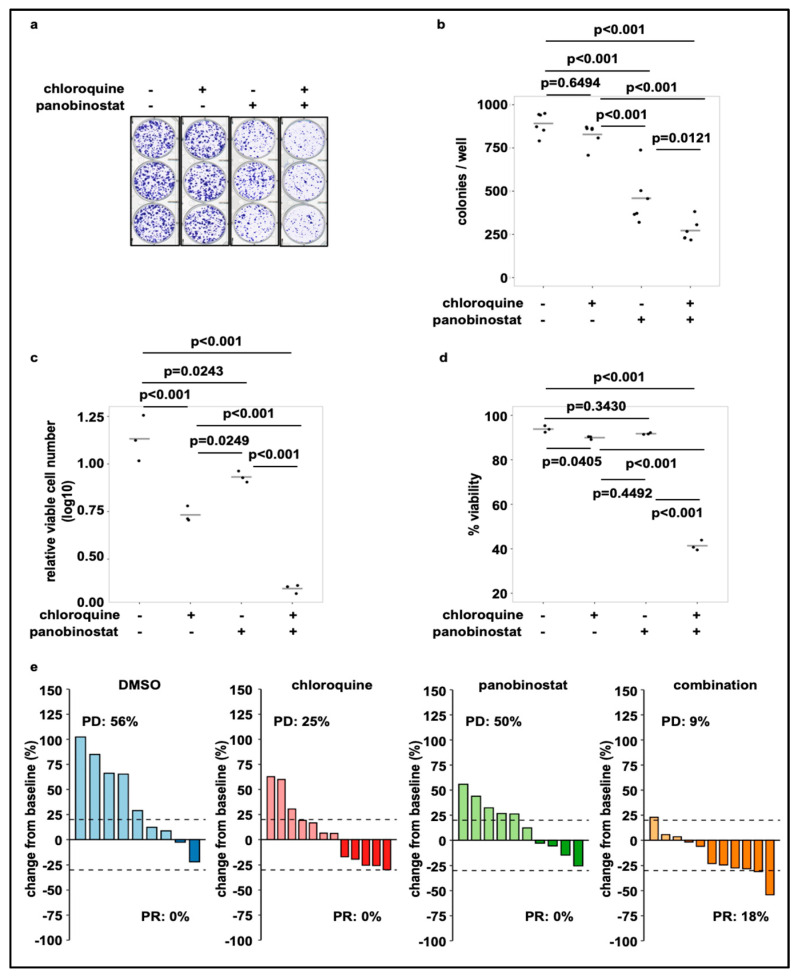
Treatment with panobinostat in combination with chloroquine reduces cell viability and colony growth. (**a**) Colony formation assay of SK-N-BE(2)-C neuroblastoma cells treated for 24 h with chloroquine (20 µM) or panobinostat (10 nM) alone or in combination. Shown are 6 technical replicates from two independent experiments. (**b**) Quantification of grown colonies after treatment of SK-N-BE(2)-C cells for 24 h with chloroquine (20 µM) or panobinostat (10 nM) alone or in combination. (**c**) Viable cell number (normalized to DMSO) of SK-N-BE(2)-C cells after 72 h treatment with chloroquine (20 µM) or panobinostat (10 nM) alone and in combination. (**d**) Viability of SK-N-BE(2)-C cells after 72 h treatment with chloroquine (20 µM) or panobinostat (10 nM) alone and in combination. (**b**–**d**) Statistical analyses: ANOVA with Tukey’s multiple comparison test. (**e**) Waterfall plots demonstrating change in tumor volume (%) for each individual xenograft, from baseline (day 1 = start of the treatment) to day 3 after yolk sac-implantation of SK-N-BE(2)-C cells. Dotted lines are drawn according to Response Evaluation Criteria in Solid Tumors (RECIST) 1.1 adopted for zebrafish tumors, to visualize best response: progressive disease (PD), at least a 20% increase in tumor volume; partial response (PR), at least a 30% decrease in tumor volume; each bar reflects one individual xenograft. The following concentrations were applied: chloroquine: 100 µM; panobinostat: 200 nM.

## Data Availability

Gene expression data is available through Gene Expression Omnibus (GEO) database, accession no. GSE—will be provided during revision.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10051001/s1, Supplementary Methods: Source Code for quantification of microscopic images, Figure S1: Treatment with broad-spectrum HDAC inhibitors induces autophagic flux, Figure S2: Confocal fluorescence microscopy analysis of autophagic flux. Figure S3: Broad-spectrum HDAC inhibitor treatment activates FOXO1/FOXO3 transcription factors.

# Supplementary material for: Broad-Spectrum HDAC Inhibitors Promote Autophagy through FOXO Transcription Factors in Neuroblastoma
**Source:** Cells. 2021 Apr 24;10(5):1001. doi: 10.3390/cells10051001
**Supplement:** Supplementary file 1

## Supplementary material

Broad-spectrum HDAC inhibitors promote autophagy through FOXO transcription factors in neuroblastoma

Katharina Körholz^1, 2^, Johannes Ridinger^1, 2^, Damir Krunic^3^, Sara Najafi^1, 2, 4^, Xenia F. Gerloff^1,2,4^, Karen Frese^5^, Benjamin Meder^5,6^, Heike Peterziel^1, 2^, Silvia Vega Rubin de Celis^7^, Olaf Witt^1, 2, 4^ and Ina Oehme^1, 2,^*

**Supplementary Figures**

**
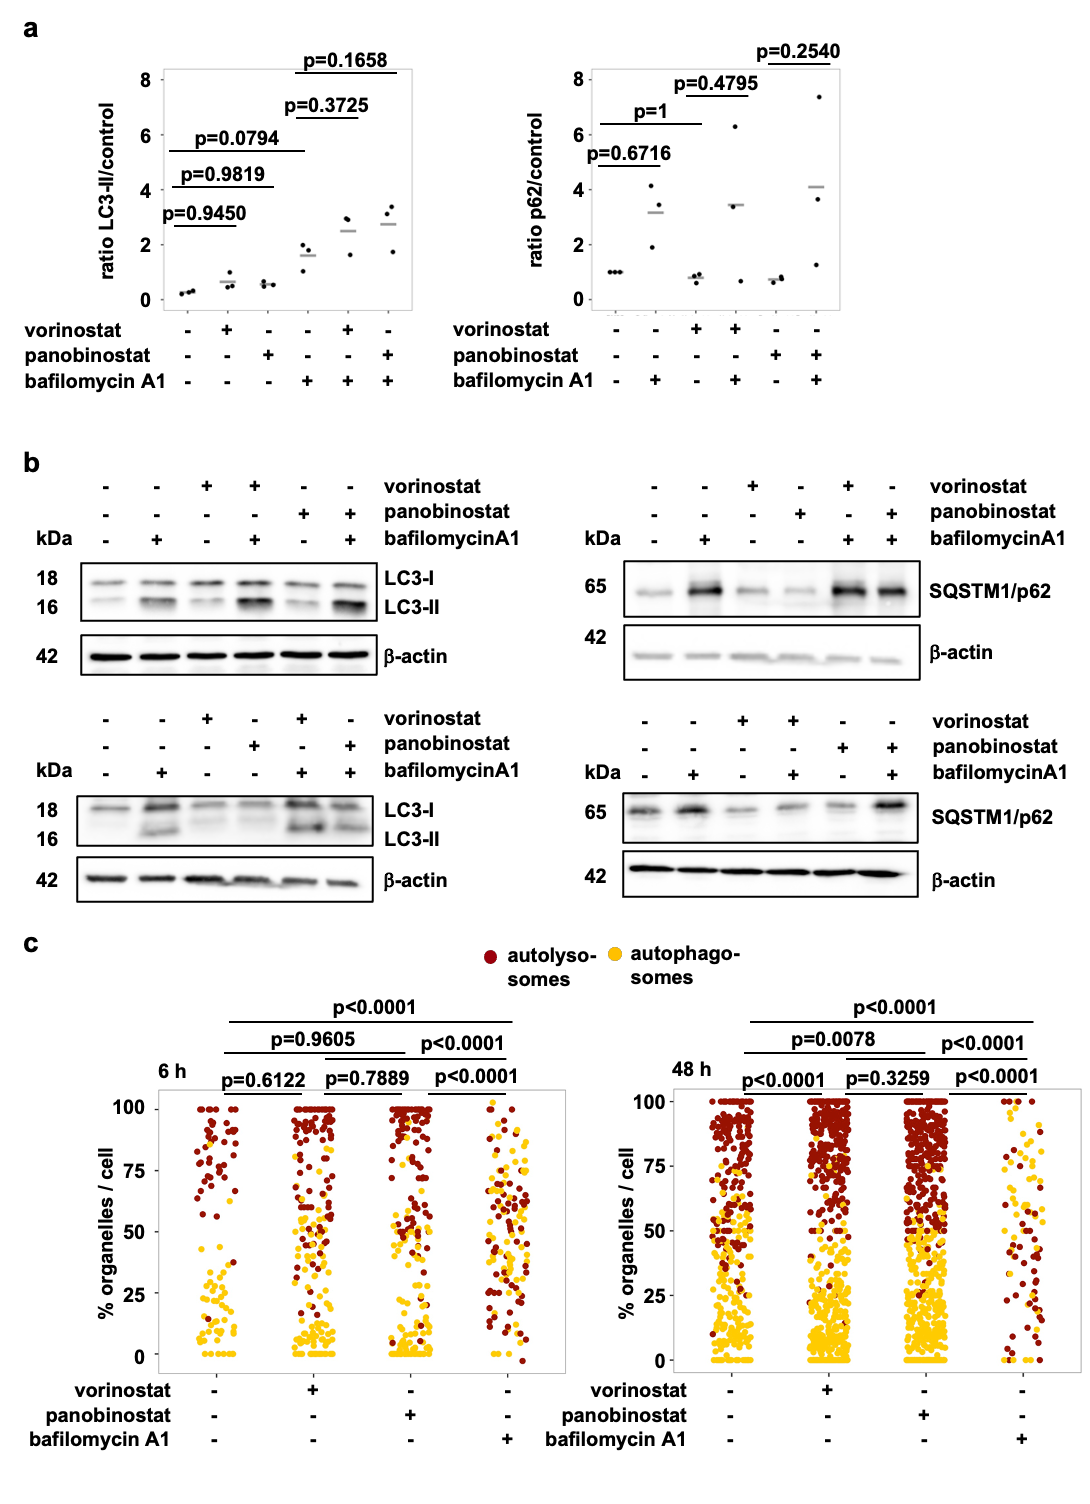
**

**Figure S1.** Treatment with broad-spectrum HDAC inhibitors induces autophagic flux. (**a**) Quantification of Western blot analysis of LC3-II and p62 expression after treatment for 24 h with vorinostat (500 nM) or panobinostat (10 nM). (**b**) Western Blot displaying LC3-I and LC3-II levels and SQSTM1/p62 levels in whole-cell lysates of SK-N-BE(2)-C cells after 24h treatment with 500 nM vorinostat or 10 nM panobinostat or solvent control and with or without additional 6h treatment with bafilomycin A1 (100 nM). Beta-actin and HSC70 served as a loading control for corresponding Western blots. (**c**) Single cell analysis of mean diagram presented in Figure 1. Automated quantification of one representative fluorescence microscopic experiments using the mCherry-EGFP-LC3B expression construct 6h and 48h after treatment with either HDACi or bafilomycinA1. Each transfected cell was analyzed for green and red fluorescent foci. Statistical analyses: ANOVA with Tukey’s multiple comparison test.

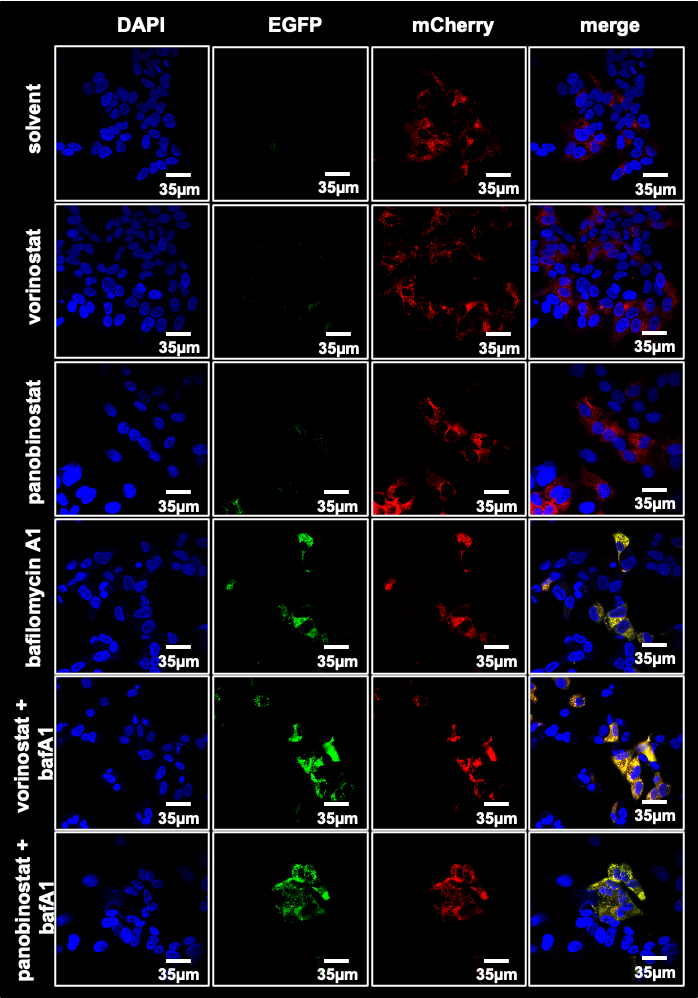

**Figure S2.** Confocal fluorescence microscopy analysis of autophagic flux. Confocal fluorescence microscopy analysis of SK-N-BE(2)-C cells. Autophagosome formation was visualized after treatment with vorinostat (500 nM) or panobinostat (10 nM) alone or in in combination with bafilomycin A1 (100 nM) by using the mCherry-EGFP-LC3B expression construct. Autophagolysosomes appear red fluorescent only. Autophagosomes appear red and green fluorescent (yellow in merged channels). Scale bar: 35 µm.

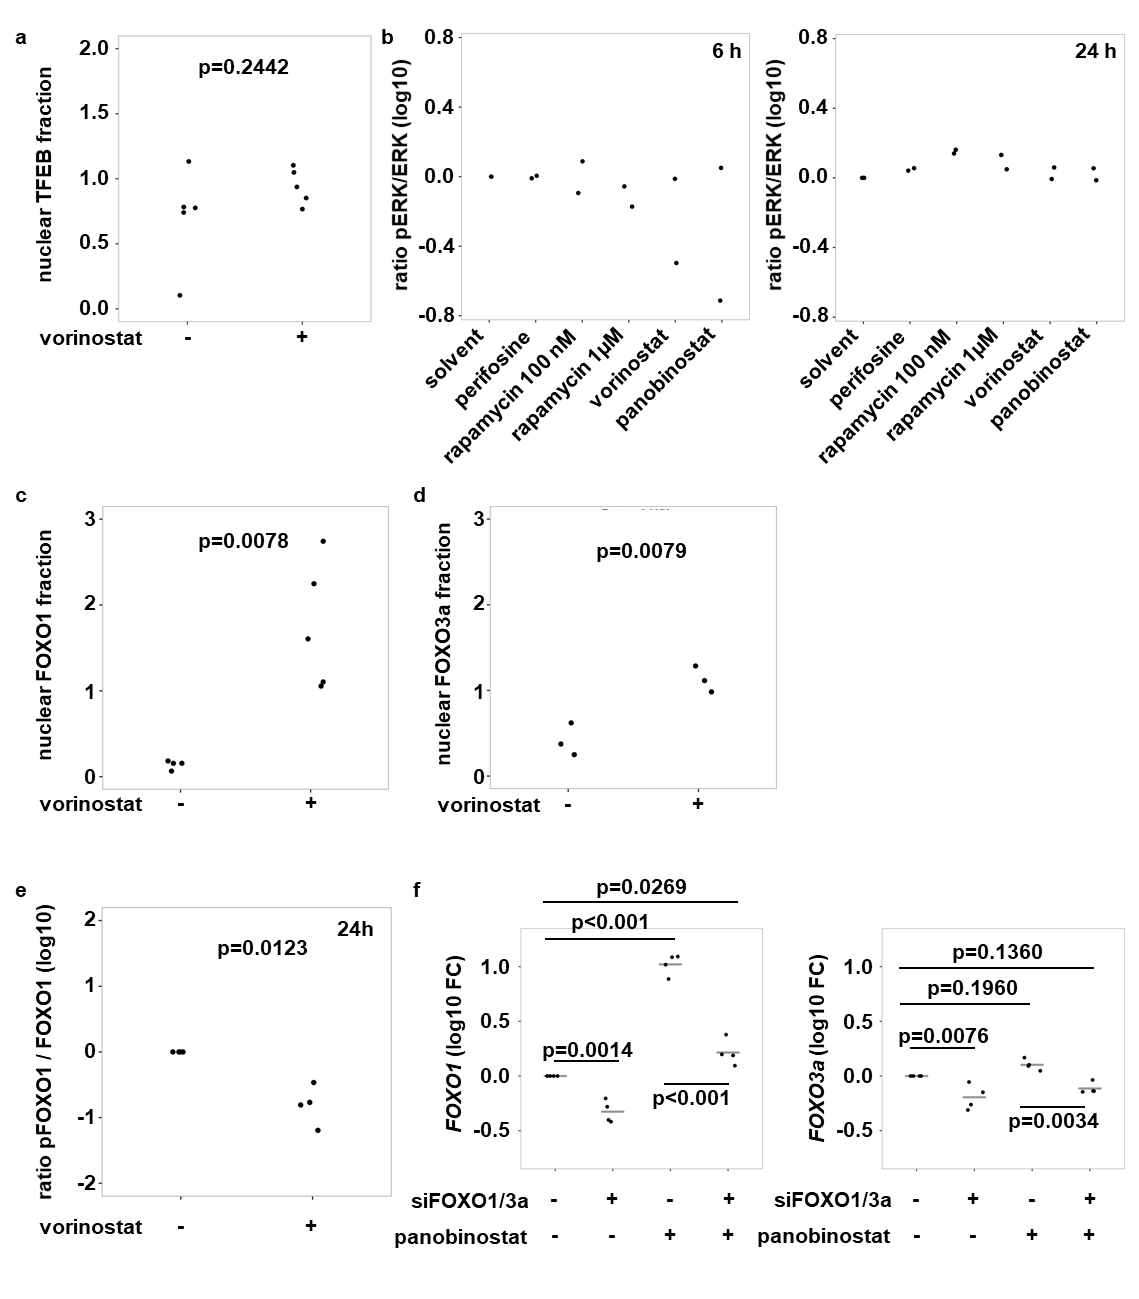

**Figure S3.** Broad-spectrum HDAC inhibitor treatment activates FOXO1/FOXO3 transcription factors. (**a**) Quantification of nuclear TFEB by Western blot analysis from subcellular localization analysis. (**b**) Quantification of Western blot analysis of pERK1/2 and ERK1/2 expression after 6h and 24h treatment with vorinostat (500 nM) or panobinostat (10 nM). (**c**–**d**) Quantification of FOXO1 (**b**) and FOXO3a (**c**) nuclear protein of at least three individual western blots. (**e**) Quantification of the pFOXO1 to FOXO1 ratio from Western blot analysis from four individual experiments, normalized to solvent control. (**f**) Realtime RT-PCR analysis of *FOXO1* and *FOXO3a* after transfection of SK-N-BE(2)-C neuroblastoma cells with control or FOXO1 and FOXO3a siRNA (pool of 3 siRNAs for each target; pool of 6 siRNAs in total). Cells were additionally treated for the last 24h with either panobinostat or a solvent control. Statistical analyses: ANOVA with Tukey’s multiple comparison test. (**a**–**e**) Statistical analyses: t-test.

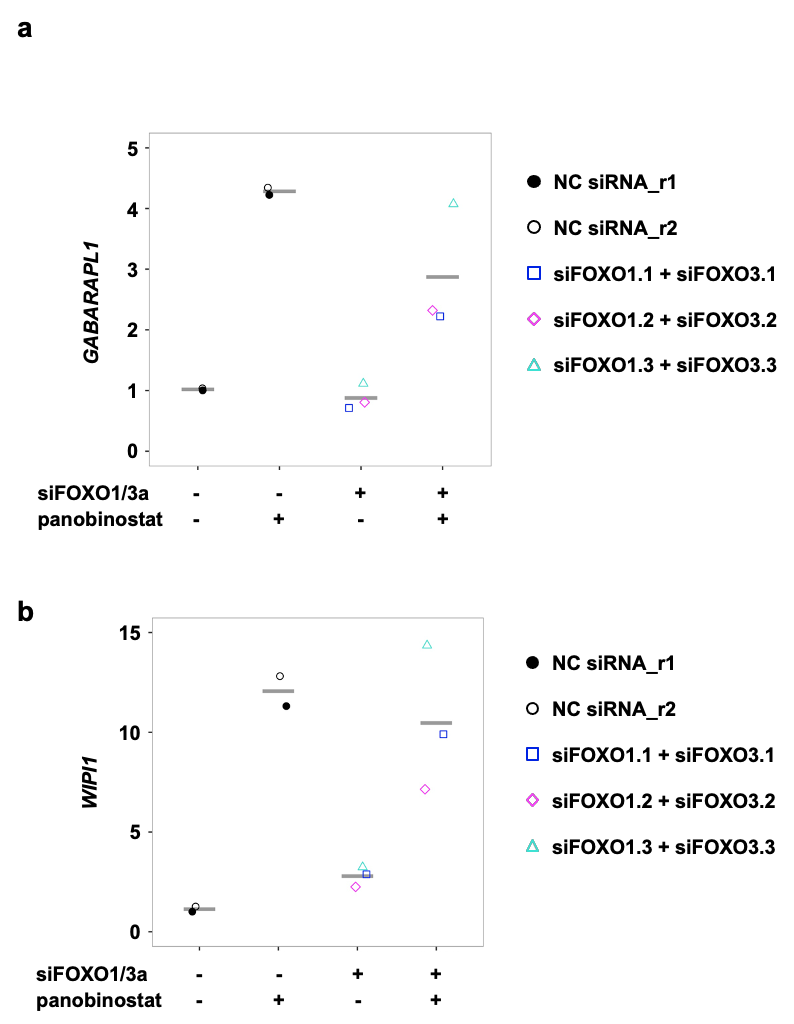

**Figure S4.** Target gene expression. Realtime RT-PCR analysis of *GABARAPL1* (**a**) and *WIPI1* (**b**) after transfection of SK-N-BE(2)-C neuroblastoma cells with control (black and open circle) or FOXO1 and FOXO3a siRNA in single siRNA combinations; blue square: siRNA1 against FOXO1 plus siRNA1 plus FOXO3a; magenta diamond: siRNA2 against FOXO1 plus siRNA2 plus FOXO3a; turquois triangle: siRNA3 against FOXO1 plus siRNA3 plus FOXO3a. Cells were additionally treated for the last 24h with either panobinostat or a solvent control.

**Suppl. Methods**

**Source Code for quantification of microscopic images**

dir = getDirectory("Choose an INPUT Directory ");

folder = getDirectory("Choose an OUTPUT Directory");

list = getFileList(dir);

roiManager("Reset");

run("Close All");

DAPI=getNumber("Ch. for DAPI", 1);

RED=getNumber("Ch. for RED", 3);

GREEN=getNumber("Ch. for GREEN", 2);

minsize=getNumber("Min. size of particles", 5);

minnoise=getNumber("Min. noise for Find Max.", 1000);

for (i=0; i<list.length; i++) {

showProgress(i, list.length);

open(dir+list[i]);

bit=bitDepth();

if (bit==8) max=255;

if (bit==16) max=65535;

title= getTitle();

image= folder+title;

roiManager("Reset");

//segment nuclei

run("Set Scale...", "distance=0 known=0 pixel=1 unit=pixel global");

setSlice(DAPI);

run("Duplicate...", " ");

run("Subtract Background...", "rolling=50");

run("Median...", "radius=2");

setAutoThreshold("Default dark");

run("Threshold...");

setThreshold(8000, max);//change Thr. to get more / less nuclei

waitForUser("Please check the Thr.");

wait(500);

setOption("BlackBackground", true);

run("Convert to Mask");

run("Fill Holes");

run("Watershed");

run("Analyze Particles...", "size=2000-Infinity summarize add");//change size to get more / less nuclei

roiManager("Save", image+"Nuclei.zip");

close();

//segment RED cells

setSlice(RED);

run("Duplicate...", " ");

run("Subtract Background...", "rolling=100");

setForegroundColor(255, 255, 255);

run("Median...", "radius=5");

run("Threshold...");

setThreshold(1800, max);

run("Grays");

waitForUser("Please check the Thr.");

wait(500);

//change Thr. to get more / less RED cells

run("Create Selection");

roiManager("Reset");

roiManager("Add");

roiManager("Save", image+"Cells.zip");

roiManager("Reset");

run("Select None");///////////

roiManager("Open", image+"Nuclei.zip");

makePoint(18, 22);

roiManager("Add");

roiManager("Combine");

setMinAndMax(0, max);

run("8-bit");

roiManager("Fill");

roiManager("Reset");

roiManager("Open", image+"Cells.zip");

roiManager("Select", 0);

setBackgroundColor(0, 0, 0);

run("Clear Outside");

setThreshold(1, max);

run("Find Maxima...", "noise=55 output=[Segmented Particles] above");//change to get more / less RED cells

roiManager("Reset");

rename("RED cells.tif");

run("Analyze Particles...", "size=2000-Infinity summarize add");//change size to get more / less RED cells

close();

close();

run("Make Composite");

roiManager("Show None");

roiManager("Show All");

waitForUser("Please check the ROIs");

print(title+" "+roiManager("Count") + " RED cells corr.");

wait(500);

run("Select None");

roiManager("Deselect");

roiManager("Save", image+"Individual_Cells.zip");

roiManager("Reset");

//prepare for RED/GREEN segmentation

setSlice(GREEN);

run("Duplicate...", "title=GREEN channels=1-3");

selectWindow(title);

setSlice(RED);

run("Duplicate...", "title=RED channels=1-3");

//segment RED

resetMinAndMax();

run("Subtract Background...", "rolling=3");

run("Despeckle");

run("Threshold...");

setThreshold(1000, max);

run("Grays");

waitForUser("Please check the Thr. for RED");

wait(500);

run("Find Maxima...", "noise="+minnoise+" output=[Segmented Particles] above");

//segment GREEN

selectWindow("GREEN");

run("Subtract Background...", "rolling=3");

run("Despeckle");

run("Threshold...");

setThreshold(1000, max);

run("Grays");

waitForUser("Please check the Thr for GREEN");

wait(500);

run("Find Maxima...", "noise="+minnoise+" output=[Segmented Particles] above");

selectWindow("RED Segmented");

saveAs("Tiff", folder+"RED Segmented.tif");

selectWindow("GREEN Segmented");

saveAs("Tiff", folder+"GREEN Segmented.tif");

run("Close All");

//analyze COLOC

open(folder+"RED Segmented.tif");

open(folder+"GREEN Segmented.tif");

r="RED Segmented.tif";

g="GREEN Segmented.tif";

run("Colocalization ", "channel1=["+r+"] channel2=["+g+"] ratio=[0] threshold=[14] threshold=[14] display=255 also");

//to exclude GREEN without RED (w/o coloc)

roiManager("Open", image+"Individual_Cells.zip");

roiManager("Combine");

run("Clear Outside");

roiManager("Reset");

run("Select None");

run("Split Channels");

selectWindow("Colocalizated points (RGB) (green)");

rename("green");

gr="green";

run("Subtract...", "value=100");

selectWindow("Colocalizated points (RGB) (blue)");

rename("blue");

bl="blue";

re="*None*";

run("Analyze Particles...", "size="+minsize+"-Infinity add");

roiManager("Combine");

run("Clear Outside");

roiManager("Reset");

run("Select None");

run("Merge Channels...", "c1="+re+" c2="+gr+" c3="+bl+"");

run("8-bit");

setThreshold(25, 255);

run("Find Maxima...", "noise=100 output=[Segmented Particles] above");

setAutoThreshold("Default dark");

run("Create Selection");

roiManager("Add");

close();

close();

close();

selectWindow("GREEN Segmented.tif");

wait(200);

roiManager("Select", 0);

run("Clear Outside");

roiManager("Reset");

run("Select None");

roiManager("Open", image+"Individual_Cells.zip");

NRoi=roiManager("Count");

for(k=0; k<NRoi; k++)

{

rename(title+" GREEN Cell Nr"+k+1);

roiManager("Select", k);

run("Analyze Particles...", "size="+minsize+"-100 summarize add");//check min size...

}

roiManager("Save", image+"Individual_Cells with GREEN.zip");

roiManager("Reset");

roiManager("Open", image+"Individual_Cells.zip");

close();

selectWindow("Colocalizated points (8-bit) ");

rename(title+" Coloc");

for(k=0; k<NRoi; k++)

{

rename(title+" Coloc Cell Nr"+k+1);

roiManager("Select", k);

run("Analyze Particles...", "size="+minsize+"-100 summarize add");//check min size...

}

roiManager("Save", image+"Individual_Cells with COLOC.zip");

roiManager("Reset");

roiManager("Open", image+"Individual_Cells.zip");

close();

//analyze RED and GREEN

//selectWindow("RED Segmented.tif");

//open(folder+"RED Segmented.tif");

selectWindow("RED Segmented.tif");

for(k=0; k<NRoi; k++)

{

rename(title+" RED Cell Nr"+k+1);

roiManager("Select", k);

run("Analyze Particles...", "size="+minsize+"-100 summarize add");//check min size...

}

roiManager("Save", image+"Individual_Cells with RED.zip");

roiManager("Reset");

run("Close All");

}

# Supplementary material for: Broad-Spectrum HDAC Inhibitors Promote Autophagy through FOXO Transcription Factors in Neuroblastoma
**Source:** Cells. 2021 Apr 24;10(5):1001. doi: 10.3390/cells10051001

DAPI

EGFP

mCherry

merge

solvent

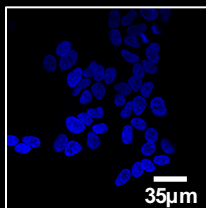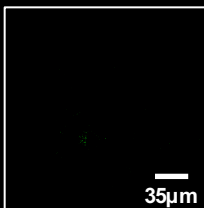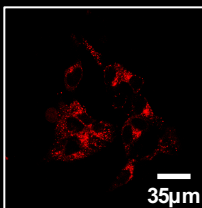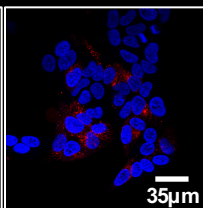

vorinostat

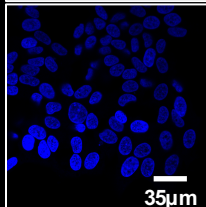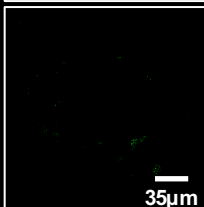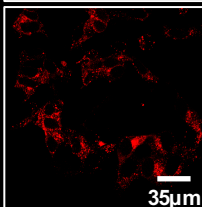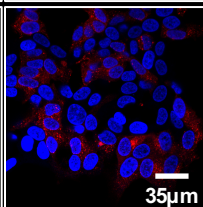

panobinostat

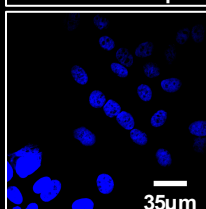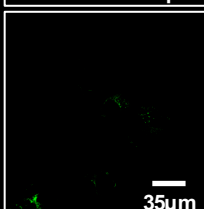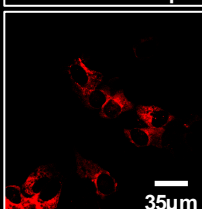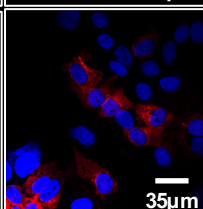

bafilomycin A1

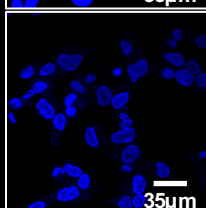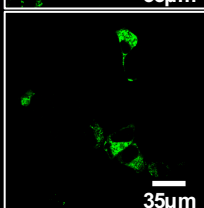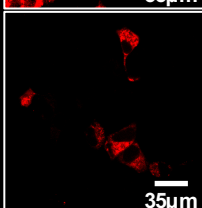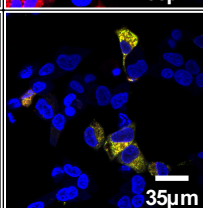vorinostat +
bafA1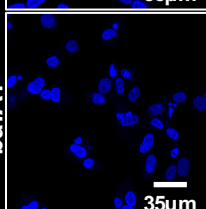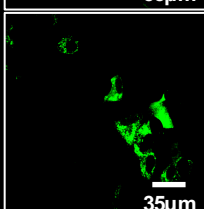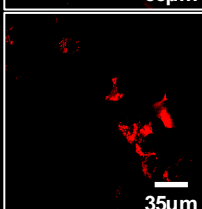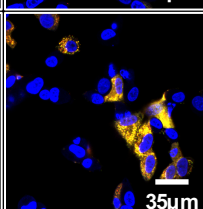panobinostat +
bafA1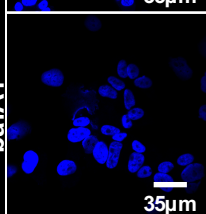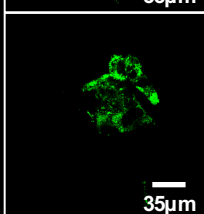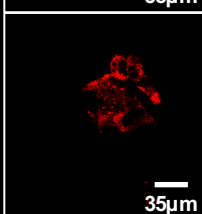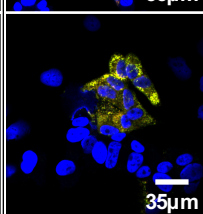

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

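RNA of SK-N-BE(2)-C neuroblastoma cells was measured on 11 Illumina HT-12 v4 arrays, with 3 of solvent-treated and 3 of vorinostat-treated cells at 24 h and 3 of solvent-treated and 2 of vorinostat-treated cells at 6 d. Vorinostat was given at 500 nM. An array of vorinostat at 6 d with the number 1 is not used here. Groups and replicate numbers were taken from the sample titles. For DMSO 6 d replicate 3 and vorinostat 6 d replicate 2 the description opens with replicate 1, while the title and the array name give 3 and 2, which were used. The pairs at 6 d and the block rest on these numbers.

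The authors deposited non-normalized intensities per probe and array on the linear scale, with a detection p-value for each, and a table of intensities that the authors normalized between arrays. The paper names BeadStudio for the normalization, and the kind of normalization is not given in its text. Array medians in the authors' normalized table were 107 to 112, so that background had not been subtracted. The detection p-value deposited by the authors is small for probes far below as well as far above the bulk of dim probes. A probe was therefore taken as detected only with a p under 0.01 and an intensity above the background centre of its array, which was the median of probes with a detection p above 0.9 (97 to 101). The tables carry different probe identifiers, and each of the 48107 probes of one was paired with its nearest probe in the other by its values over all arrays. All 48107 pairs were mutual, against 2.59% after shuffling, and simulated tables were paired right for 100% of the probes. The platform annotation names 1 gene for 30113 probes, several for 8 and none for 17986. Of the named probes 30074 were found by Entrez number in a RefSeq gene table, and none changed its symbol. Coordinates were not used.

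Intensities were corrected by normexp as in neqc of limma 3.58.1 (R 4.3.3), with detection p-values in place of control probes and an offset of 16, then quantile normalized and taken as log2. That step takes the detection p-value to fall as intensity rises, which does not hold for probes far below the bulk of dim ones. A background taken from probes near it was run as an alternative. Of 17052 probes detected on every array of at least 1 group, the brightest stood for each gene, and 2626 genes had several. The 10323 genes were tested with lmFit and eBayes with trend in 1 fit of 4 groups. Contrasts were vorinostat against solvent at 24 h, the same at 6 d, and the difference of both. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Of 21 gene lists, 20 had measured members and were tested with camera at its preset correlation of 0.01 and with an estimated one. Where no array of a group detected a gene, its fold is given as a lower bound, taken against the lowest signal of detected probes on each array of that group, or the gene's own signal where that was higher. Tables and figures used Python 3.11.15, NumPy 2.4.6 and Matplotlib 3.10.9.

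Depth on arrays is signal over background. Detected probes numbered 15947 to 18696 per array, and the number of arrays limits the precision. The first principal component (37.2% of the variance) put solvent at 24 h and vorinostat at 6 d on one side and the other groups on the other. Between arrays of a group at most 0.0333% of values were identical, with r across genes from 0.979 to 0.993, so that all were kept as separate samples. At 24 h, solvent and vorinostat arrays of the same number deviated from their group means together (r across genes 0.109, 0.195 and 0.246). The fit with the number as a block is therefore given for some of the calls it changes. At 6 d the same-numbered pairs had r of 0.0846 and 0.1.

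The steps were tested on simulated intensities with the background, brightness and spread of these arrays and 200 changed genes in each of 13 runs. In the 24 h comparison 31.7% of log2 changes of 0.5, 73.7% of changes of 1 and 92% of changes of 2 were recovered, over at least 9110 genes. At 6 d the shares were 24.6%, 69.9% and 89%, over at least 9111 genes. Of the simulated calls 6.23% at 24 h and 5.86% at 6 d were false, above the nominal share. Single runs ranged from 3.01% to 11.2% and from 0.962% to 10.1%. A single run had been planned, with a limit of 10% on false calls. That run exceeded the limit at 24 h, where it gave the highest share of all runs, and the other 12 were added after this was seen. The limit was then applied to all runs together. With no gene changed, limma called 0 of 9143 genes at either time, with 491 at 24 h and 543 at 6 d under an unadjusted p of 0.05. The simulated brightness was a single factor per array, which quantile normalization largely removes. Genes varied independently of each other, and no BeadChip effect was put in. The simulations therefore cannot tell how many calls the chips or the brightness made at 24 h.

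The genes named are those of Fig. 2a and Fig. 2b, genes named in the paper's text, and at each time the 10 largest rises and 10 largest falls among called genes that were detected on every array of both groups, whose arrays did not overlap. To these come the 5 largest differences each way between the times among called genes detected on every array of all groups, up to 4 called members of each list, and all called members of the autophagy machinery and receptors. The directions in Fig. 2a had been seen before. The lists, this rule and the alternatives were fixed before the data were examined. The alternatives are the authors' normalized values, no background correction, scaling by medians, an offset of 50, no filter or one at a detection p of 0.05, the mean of a gene's probes or probes kept apart, only the groups compared, eBayes without trend or robust, the replicate number as a block, each array left out, the analysis of variance named in the methods, an estimated correlation in camera, and other correlations of the changes at 24 h and 6 d. A background taken from probes near it, and array brightness as a covariate, were added after the data were seen. Membership of the ontology term used by the paper is not used here, and the lists stand in its place.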

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

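The tests with array brightness and of exchanged labels, and the group of small RNAs, were chosen after the results were seen.

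The paper reports autophagy genes from these arrays, and most genes that differed at 24 h lie outside those. Vorinostat was followed by higher levels of 1701 and lower levels of 1147 of 10323 genes at an adjusted p under 0.05 from limma. With scaling by medians the balance turned, at 1212 higher and 1891 lower. Without vorinostat 24 h replicate 2, 675 genes were lower. With array brightness as a covariate, which goes with the group at 24 h, 7 were higher and 0 lower. The largest rises in log2 fold change among genes detected on every array of both groups, with no overlap of the arrays, were LUM 2.97 (lumican, a proteoglycan of the matrix), RNU4-2 2.93, CD24 2.87, CRABP2 2.69 (a carrier of retinoic acid), RNU1-3 2.33, RNVU1-7 2.31, IGFBP5 2.27, RNVU1-18 2.27, FGF14-AS2 2.26 and RAC2 2.18. Largest falls outside Fig. 2a were TMEM204 -1.58, IL17D -1.58, GTF3C6 -1.57, MPDU1 -1.53, DNLZ -1.53, PCBD1 -1.47, FAIM -1.46, AVEN -1.45 and PMF1 -1.45, though a dimmer probe of FAIM, at -0.72, did not pass. RNU4-2, RNU1-3 and the RNVU1 genes are spliceosomal RNAs without a poly(A) tail. Of 144 measured small RNAs 21 rose and 5 fell, with a median of 0.22. That is a smaller share of rises than the 1701 of all 10323 genes. Their median log2 intensity was 5.66, 5.66 and 6.16 on the solvent arrays. On the vorinostat arrays it was 5.91, 6.05 and 6.11, so that the groups overlapped.

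Gene lists outside autophagy passed camera at 24 h too, in the setting used here. Of 27 MYC targets and genes of ribosome biogenesis, 0 rose and 11 fell (0 and 12 when adjusted over the list alone), with 0 higher and 16 lower at an unadjusted p under 0.05 from limma. Their median was -0.26 (adjusted p = 0.000129 from camera, adjusted p = 0.369 with an estimated correlation), and SRM, which makes spermidine, fell by 1.22. In cholesterol synthesis, with 21 genes, 3 rose and 11 fell (3 and 11 when adjusted over the list alone), at a median of -0.40 (adjusted p = 0.0158 from camera, adjusted p = 0.569 with an estimated correlation), among them ACAT2 -1.42 and MVD -1.18. The cell cycle list, with 44 genes, had a median of -0.13 (adjusted p = 0.0488 from camera, adjusted p = 0.58 with an estimated correlation, and adjusted p = 0.07 with the replicate number as a block), and 3 rose and 8 fell (3 and 8 when adjusted over the list alone), such as TYMS -1.06 and MCM5 -0.80. The camera call of the cell cycle list was lost in 15 of 25 alternatives. Among 13 genes of mesenchymal identity 7 rose and 1 fell (8 and 2 when adjusted over the list alone), at a median of 0.49 (adjusted p = 0.0376 from camera, adjusted p = 0.369 with an estimated correlation, and adjusted p = 0.065 with the block). The camera call of the mesenchymal list was lost in 4 of 25 alternatives. COL5A1 rose by 2.36 and VIM by 1.27.

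The arrays of 6 d are not reported in the paper, and each direction given for them rests on the labels of their groups. There 406 genes were higher and 714 lower with vorinostat. These counts rest on few arrays, with 72 higher and 200 lower without vorinostat 6 d replicate 2, 177 and 416 without DMSO 6 d replicate 1, and 205 higher without vorinostat 6 d replicate 3. Scaling by medians gave 594 and 549. With the limits used at 24 h, the largest rises were ID2 1.61, GAL 1.51, PARM1 1.43, ID1 1.42, GFRA2 1.37, TP53I3 1.37, ADAMTS1 1.34, KLF2 1.30, PRKAR1B 1.30 and MORC2-AS1 1.29. ID2 and ID1 are inhibitors of basic helix-loop-helix factors, and a dimmer probe of ID1, at 0.26, did not pass. PARM1 was at 0.80 and lost its call without vorinostat 6 d replicate 2, and the calls of ID1, KLF2, PRKAR1B and MORC2-AS1 were lost in 2, 1, 1 and 1 of 24 alternatives. Largest falls were SNORD3C -2.46, TMEM119 -2.31, DDIT4 -2.26, SNORD3D -2.22, RNU4-2 -2.21, RN7SK -2.20, SNORD3A -2.20, PLCH2 -2.15, ODAD3 -2.14 and DDIT3 -2.05, where DDIT4 and DDIT3 are stress-induced genes. RNU4-2 was at -1.35 without DMSO 6 d replicate 2. Of 24 alternatives, the calls of RNU4-2, SNORD3D, RN7SK, SNORD3A and SNORD3C were lost in 5, 5, 3, 2 and 1. Of the 144 small RNAs 0 rose and 12 fell from limma, with a median of -0.19, beside 406 and 714 of all 10323 genes. Their median log2 intensity was 5.95, 6.42 and 5.84 on solvent replicates 1 to 3. On the vorinostat arrays it was 5.83 and 6.08, so that the groups overlapped and DMSO 6 d replicate 2 stood highest. The lists past the threshold were the MYC targets (median 0.15, adjusted p = 0.00603 from camera, adjusted p = 0.455 with an estimated correlation), the cell cycle (median 0.15, adjusted p = 0.0231 from camera, adjusted p = 0.664 with an estimated correlation), noradrenergic identity (median 0.27, adjusted p = 0.0231 from camera, adjusted p = 0.18 with an estimated correlation), histone genes (median 0.24, adjusted p = 0.0242 from camera, adjusted p = 0.18 with an estimated correlation) and the autophagy receptors (median -0.18, adjusted p = 0.0319 from camera, adjusted p = 0.309 with an estimated correlation). Of these, 3, 9, 4, 2 and 0 members rose and 0, 1, 0, 1 and 3 fell, in this order. DBH, which makes noradrenaline, rose by 1.18 and the noradrenaline transporter SLC6A2 by 1.16. For both, the solvent arrays differed between the times, on different BeadChips. DBH had a log2 intensity of 11.25 to 11.50 with solvent at 24 h and 9.71 to 10.35 with solvent at 6 d. With vorinostat at 6 d it was at 11.15 and 11.23. SLC6A2 was at 7.75 to 8.20, 6.89 to 7.12, and 8.34 and 8.05 in the same order.

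The change with vorinostat differed between the times for many genes by a test of the difference itself. It was higher at 6 d than at 24 h for 1261 genes and lower for 1918, and 29 of the tested genes of Fig. 2a were among these. Scaling by medians turned this balance too, to 2075 higher and 1291 lower. The paper chose the genes of Fig. 2a by their change at 24 h, which enters this difference. At 6 d itself 8 of the 32 tested were called opposite to the figure and 2 in its direction. The largest differences of the log2 changes among genes detected on every array of all groups were PRKAR1B 2.73, GTF3C6 2.70, IL17D 2.68, PHF19 2.59 and ARSB 2.43 (dimmer probes of PHF19 and ARSB, at 0.067 and -0.22, did not pass at 6 d), and RNU4-2 -5.14, TMEM119 -4.43, RNVU1-7 -4.11, RAC2 -4.05 and RNU1-3 -4.03. As lists, MYC targets (adjusted p = 2.88e-05, and adjusted p = 0.329 with an estimated correlation), cell cycle (adjusted p = 0.0159 and 0.445) and cholesterol synthesis (adjusted p = 0.0159 and 0.445) had the higher change at 6 d, and the autophagy receptors (adjusted p = 0.0259 and 0.329) the lower one, all from limma's camera. These values rest on the labels of the groups at 6 d. With those exchanged, 173 genes would have the higher and 280 the lower change at 6 d, with 3 of Fig. 2a, and 0 of the 10 genes just named would pass, with RNU4-2 at -0.72 and GTF3C6 at 0.44. Of the lists only the lysosome would pass (adjusted p = 0.0181 from camera at its preset correlation, with the lower change at 6 d).

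Changes at 6 d ran opposite to those at 24 h, with r = -0.474 across genes, which are not independent replicates, and 562 of 617 genes called at both times in opposite directions. With array brightness, taken as mean intensity, as a covariate among the arrays of 6 d, r was -0.362. It was -0.371 to -0.13 with each of them left out, the weakest without vorinostat 6 d replicate 3. The opposite sign thus remained, though the changes at 24 h were not adjusted in this test. Detected probes parted the groups in opposite directions too. Their number was 15947 to 16878 with solvent and 18302 to 18696 with vorinostat at 24 h. At 6 d it was 17444 to 18159 and 16346 to 16841. Signal level as a cause therefore stays open. Exchanged labels of the groups at 6 d cannot be told apart from a true reversal, since both predict opposite changes, and the test run on the cell cycle list at 6 d (p = 0.369 with an estimated correlation) does not separate them. Stress of the solvent cultures by 6 d stays open too, since the 16 genes of the unfolded protein response had a median of 0.35 between solvent at 6 d and at 24 h (p = 0.143 with an estimated correlation), on different BeadChips. At an adjusted p under 0.05 from limma, 7 of them were higher and 2 lower in solvent at 6 d. DDIT3 was 1.97 and TRIB3 1.99 higher there on the log2 scale. A response that turns with time, which the design names, was not tested apart from these.

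At 24 h 2848 genes differed while each group lay on a BeadChip of its own. No array of one group shares a chip with the other, so that chip and vorinostat cannot be told apart for these genes on the arrays. For GABARAPL1, MAP1LC3A, WIPI1 and BNIP3L the paper also reports a rise with vorinostat by real-time RT-PCR, which uses no BeadChip. Of 10 splits of the 24 h arrays into 3 and 3, 1 gave as many genes, the real one, and the highest of the others was 0 from limma (105 to 689 at an unadjusted p under 0.05). Every other split mixes arrays of both groups, so that a difference between the groups enters the spread and lowers its calls. The 0 therefore does not measure how many genes chance would call. The 10 splits are also too few for a share under 0.05. Among the others, 3 part all 3 replicate numbers as the real one does, and the remaining 6 part 1 number only.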

How the results depend on the processing

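Array brightness as a covariate was chosen after seeing the data, as was the background from probes near it, which moved no count by over 1.5 times; the causes below were not tested unless stated. Genes of Fig. 2a called in its direction numbered 25 to 31 over 17 alternatives other than leaving out an array. These include the analysis of variance without adjustment. The fit with brightness as a covariate, which called 7 genes higher and 0 lower at 24 h, is not among them. It is not among the alternatives counted for named genes and lists either. For named genes at 24 h the call was the same in 2099 comparisons with an alternative, lost in 127 and gained in 18, and with an array left out the same in 1346, lost in 97 and gained in 9. At 6 d the numbers were 1297, 108 and 12, and 1026, 164 and 9; none of the named genes or lists turned from one called direction to the other. Genes near background, such as WIPI1 and CALCOCO2, are limited by signal over background.

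Scaling by medians, which moved the median of all genes from 0.045 to -0.092 at 24 h, gave 1212 genes higher and 1891 lower at 24 h, 2075 with a higher and 1291 with a lower change at 6 d, so that both balances turned, and 4 machinery genes. With no filter on dim probes, 228 genes were higher and 409 lower at 6 d, 8 lists passed at 6 d and the correlation of the changes was -0.415. The mean of a gene's probes left 3 lists at 24 h and 3 at 6 d, and an estimated correlation 0 and 0. With only the groups compared, 135 genes were higher and 411 lower at 6 d, where fewer arrays inform the spread. The replicate block gave 2 lists at 24 h, a correlation of -0.437, and 3353 genes at 24 h, of which 2791 are the same, and 938 at 6 d, sharing 810 with the 1120 called without it. The correlation was -0.63 over genes called at 24 h and -0.448 as Spearman's. The analysis of variance of the methods, adjusted, gave 4 machinery genes on the authors' values, and 4 with 746 genes lower at 24 h on the values used here.

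With array brightness as a covariate, limma called 7 genes higher and 0 lower at 24 h (585 and 362 at an unadjusted p under 0.05), 30 and 101 at 6 d, 0 and 2 for the difference (360 and 617 unadjusted) and 0 machinery genes (3 unadjusted), with a correlation of -0.384. At 24 h brightness goes with the group (r = 0.979 over the arrays), so that the median standard error went from 0.17 to 0.40. The median size of the changes went from 0.28 to 0.32 over all genes, where a larger error by itself adds to the size. Over the genes of Fig. 2a it went from 0.62 to 0.53. Whether smaller changes or the larger error ended the calls cannot be told.

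Leaving out each array gave 1140 to 1815 genes higher and 675 to 1265 lower at 24 h, 72 to 554 and 200 to 810 at 6 d, 911 to 1346 and 1441 to 1961 for the difference, 4 to 8 machinery genes, 2 to 6 lists at 24 h and 2 to 6 at 6 d, a correlation of -0.501 to -0.417 and 26 to 32 genes of Fig. 2a. The arrays that moved a count by over 1.5 times were DMSO 24 h replicate 3 (4 machinery genes and 3 lists at 24 h without it), vorinostat 24 h replicates 1 and 2 (761 and 675 genes lower at 24 h), DMSO 6 d replicate 1 (177 higher and 416 lower at 6 d, 3 lists at 24 h) and replicate 2 (2 lists at 6 d), and vorinostat 6 d replicate 2 (72 higher and 200 lower, 2 and 2 lists) and replicate 3 (205 higher, 2 and 3 lists). Without either of these last arrays, 1 array of vorinostat is left at 6 d and is assumed to vary like the other groups.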

Differences from the paper's values

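The paper's text gives no value for a gene on the arrays. Of the 32 tested genes of Fig. 2a, 32 had the direction that the paper's figure shows and 31 passed the test. The exception is EI24, drawn as lower in the paper's figure, with a log2 fold change of -0.41 and an adjusted p of 0.0855 from limma here, and with -0.26 without DMSO 24 h replicate 2 (adjusted p = 0.302 from limma). Among the alternatives set before the data were examined, EI24 passed with the replicate number as a block (adjusted p = 0.0224 from limma) and without DMSO 6 d replicate 2 (adjusted p = 0.0357 from limma), and in none of the others.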

Other observations

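Genes of neuronal differentiation were often higher after 24 h of vorinostat. Of 29 measured, 13 rose and 3 fell (13 and 3 when adjusted over the list alone) at an adjusted p under 0.05 from limma, with a median log2 fold change of 0.30 (adjusted p = 0.13 from camera). VGF, a secreted neuropeptide precursor, rose by 1.07, and SYT1, the calcium sensor of synaptic vesicles, by 1.00. In noradrenergic identity 2 rose and 3 fell (5 and 3 when adjusted over the list alone) of 13, with a median of 0.20 and a mean of -0.026 (adjusted p = 0.996 from camera). TH, which makes the precursor of dopamine, fell by 1.04, while the transcription factor GATA2 rose by 0.56. Of 17 FOXO targets outside autophagy 5 rose and 3 fell (5 and 3 when adjusted over the list alone) (adjusted p = 0.587 from camera), among them BCL6 1.51 and CITED2 1.25 (0.77 without DMSO 24 h replicate 1), and of 15 FOXO targets of autophagy 3 rose and 0 fell (3 and 0 when adjusted over the list alone), with 5 and 0 at an unadjusted p under 0.05 (adjusted p = 0.397 from camera). FOXO1 was not above background on any array, and TFEB on 1 array only, each with 1 probe. The paper measured both proteins in these cells by Western blot, so that a dim probe does not show that the transcripts are absent. FOXO3 had a log2 fold change of 0.47 (adjusted p = 0.0873 from limma, and adjusted p = 0.00374 with the replicate number as a block, range 0.00374 to 0.414 over 26 alternatives), and a second probe of it 0.091. Without vorinostat 24 h replicate 2 the change of FOXO3 was 0.23, and without replicate 3 it was 0.63 and passed.

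No list of signalling, stress or survival below passed camera at 24 h in the setting used here. In the mTORC1 pathway, 4 rose and 4 fell (4 and 4 when adjusted over the list alone) of 26 genes (adjusted p = 0.587 from camera), with a median of 0.0097 and a mean of -0.039. EIF4EBP1, a repressor of translation, fell by 0.98 and DEPTOR, an inhibitor of mTOR, rose by 0.58 (a dimmer probe, at 0.53, did not pass). Among 5 CDK inhibitors 0 rose and 1 fell (0 and 2 when adjusted over the list alone), with 1 and 2 at an unadjusted p under 0.05 (adjusted p = 0.397 from camera), where CDKN1B fell by 0.50 (a dimmer probe, at -0.12, did not pass) and CDKN1A had a log2 fold change of 0.61 (adjusted p = 0.0936 from limma). For 20 histone genes 4 rose and 5 fell (5 and 5 when adjusted over the list alone) (adjusted p = 0.499 from camera), and for 13 histone deacetylases 2 rose and 0 fell (1 and 0 when adjusted over the list alone), with 4 and 1 unadjusted (adjusted p = 0.397 from camera), namely HDAC4 0.93 and HDAC6 0.73, whose calls were lost in 4 and 14 of 26 alternatives. In the BCL2 family of 10 genes 2 rose and 2 fell (2 and 2 when adjusted over the list alone) (adjusted p = 0.996 from camera), such as BID -1.13, of which a dimmer probe, at 0.10, did not pass. Heat shock proteins, 18 in number, gave 2 higher and 5 lower (3 and 5 when adjusted over the list alone, adjusted p = 0.135 from camera), with BAG3 0.64 and HSPH1 -0.58. For 16 genes of the unfolded protein response 3 rose and 1 fell (3 and 1 when adjusted over the list alone) (adjusted p = 0.996 from camera), at a median of -0.045 and a mean of 0.074, with EDEM1 1.23 and CRELD2 -0.86. Markers of other cells were few on the arrays: 0 of 10 genes of Schwann and glial cells were measured, 5 of blood cells, where 2 rose and 1 fell (3 and 1 when adjusted over the list alone) (adjusted p = 0.397 from camera), and 2 of epithelial cells, where 0 rose and 0 fell (0 and 0 when adjusted over the list alone) and 0 and 0 at an unadjusted p under 0.05 from limma.

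At 6 d the lists below did not pass camera in the setting used here, though the unfolded protein response and the BCL2 family passed in 2 and 2 of 25 alternatives. Machinery genes gave 0 higher and 1 lower (0 and 4 at an unadjusted p under 0.05 from limma), with MAP1LC3A -0.73. The unfolded protein response gave 1 higher and 6 lower (adjusted p = 0.136 from camera), with TRIB3 -1.57 and ASNS -1.22 (-0.79 without DMSO 6 d replicate 2, and its call lost in 3 of 24 alternatives), both induced by lack of amino acids. For the lysosome 2 were higher and 5 lower (adjusted p = 0.644 from camera), at a median of 0.052 and a mean of -0.022. The BCL2 family gave 3 higher and 0 lower (adjusted p = 0.0653 from camera), with BCL2 0.74, of which a dimmer probe, at 0.34, did not pass. For cholesterol synthesis 2 were higher and 0 lower (adjusted p = 0.136 from camera). That list passed in 3 of 25 alternatives, among them the replicate number as a block (adjusted p = 0.028 from camera).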
